# Integrating fine needle aspiration and single-cell RNA sequencing for studying metabolic dysfunction-associated steatotic liver disease

**DOI:** 10.3389/fmed.2026.1817738

**Published:** 2026-07-20

**Authors:** Matthew P. Salomon, Lucy Golden-Mason, Ivetta Vorobyova, Gary C. Kanel, Yufen Wang, Daphne Wong, Ana C. Maretti-Mira

**Keywords:** immunology, MASH, MASLD, molecular biology, new approach methodology

## Abstract

**Introduction:**

Metabolic dysfunction-associated steatotic liver disease (MASLD) is currently the leading cause of chronic liver disease and hepatocellular carcinoma. The immune response plays a central role in disease onset and progression and is the focus of many experimental studies. However, traditional models typically rely on terminal sampling procedures that require large tissue quantities, a substantial number of animals per experimental condition, and cross-sectional study designs.

**Methods:**

Here, we propose integrating two powerful techniques to longitudinally study a MASLD animal model: image-guided fine-needle aspiration (FNA) and single-cell RNA sequencing (scRNA-seq).

**Results:**

This framework enables safe, high-precision longitudinal sampling of a limited number of animals, allowing simultaneous profiling of innate and adaptive immune cells during metabolic dysfunction-associated steatohepatitis (MASH) progression induced by a high-fat, high-cholesterol, and high-fructose diet. We further identified dynamic shifts in the hepatic immune landscape following dietary intervention.

**Conclusion:**

Our findings support the feasibility of the FNA–scRNA-seq framework as a novel tool for longitudinal immune profiling in preclinical MASLD and MASH studies and highlight its potential to reduce animal use in chronic liver disease research.

## 1 Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD) is the most prevalent chronic liver disease worldwide, affecting approximately 34% of adults in the United States (1, 2). MASLD encompasses a disease spectrum ranging from simple steatosis to metabolic dysfunction-associated steatohepatitis (MASH) (3). Sterile inflammation plays a pivotal role in MASH pathogenesis, driven by lipid-induced hepatocyte stress and death and by complex interactions between innate and adaptive immune cells, which together promote tissue injury (4). In severe cases, MASH can further progress to cirrhosis and ultimately hepatocellular carcinoma (HCC) (5). Current experimental approaches for studying MASLD rely heavily on animal models, particularly rodents (6). Recently, several agencies, including the National Institutes of Health (NIH), have actively supported the development and implementation of new approach methodologies (NAMs) that focus on human-relevant models, aiming to reduce and replace animal use whenever possible in biomedical research (7). Although *in vitro* complex models, such as human 3D cell cultures and human liver-like organ technologies, show promising results for advancing MASLD/MASH studies, animal models remain essential for complementary insights into systemic interactions that are essential for disease development.

Fine-needle aspiration (FNA) under image guidance is a well-known diagnostic procedure of choice for patients with focal hepatic lesions and masses (8). It is a simpler, less invasive, and painless tissue-collection technique than biopsy (9), yet remains underexplored as a tool for animal studies. The FNA procedure is an effective alternative to biopsy for following fungal inoculation in mice (10). Additionally, FNA has been used in a few experimental cancer studies. It has been paired with flow cytometry to identify and quantify liver-solid-tumor-infiltrating cell subsets in mice (11) and to collect cells from subcutaneous tumors for scRNA-seq (12). However, studies in non-tumor tissues, particularly the liver, are lacking and could help assess the feasibility of this approach for MASLD modeling.

To address this knowledge gap, we propose an innovative approach in which we longitudinally sampled diet-induced MASLD mice using image-guided FNA targeting major liver lobes. The harvested tissues were digested to preserve hepatic immune cells, crucial drivers of the disease progression, which were then profiled using single-cell RNA sequencing (scRNA-seq). Our study focused on the role of dietary cholesterol in the context of a high-fat, high-fructose diet in the development of MASH, and on the potential impact of dietary intervention on reversing inflammation. This approach captured the hepatic immunological landscape during MASH progression, extracting disease-relevant information while using fewer animals. Our study supports the feasibility of the FNA-scRNAseq framework as a new tool for longitudinal immune profiling in MASLD and for reducing animal testing in chronic liver disease studies.

## 2 Materials and methods

### 2.1 Murine model of diet-induced MASH

This disease model has been previously described by our group (13). Briefly, seven-week-old male wild-type C57BL/6 J mice (Jackson Laboratory) were fed the well-established Fructose, Palmitate, Cholesterol, and Trans-Fat (FPC) diet (Envigo) to induce MASH. Our study consisted of two phases. The first phase, the Progression phase, lasted 24 weeks. During this phase, five mice received an FPC diet with low cholesterol (0.05%), and five received an FPC diet with high cholesterol (1.25%). At the end of this phase, three mice underwent the fine-needle aspiration (FNA) procedure and were carried to the next study phase, while the two remaining mice were euthanized, and their livers were used for histological assessment. Samples collected in this phase from the low-cholesterol group were labeled as P-LC24, and samples from the high-cholesterol group were referred to as P-HC24. In the following phase, the Intervention phase, all mice were fed an FPC diet containing low cholesterol (0.05%) for an additional 8 weeks, totaling 32 weeks of study. At the end of this phase, all mice underwent the FNA procedure and were then euthanized for histology. Samples collected from mice continuously fed a low-cholesterol diet were labeled as I-LC32, and samples from the other group were labeled I-HC32. This study was reviewed and approved by the University of Southern California Institutional Animal Care and Use Committee.

### 2.2 Fine-needle aspiration (FNA) procedure

Mice were maintained under anesthesia throughout the procedure by continuous inhalation of isoflurane (1–4% in oxygen). Hair over the imaging site was removed with Nair, and the area was cleaned with alcohol before the FNA procedure. Eye lube was applied to the eyes, and the ultrasound stage was heated and equipped with ECG and temperature monitoring. The ultrasound gel was applied to the prepared area, and the transducer was positioned over the liver to visualize the collection site. FNA was performed with a 0.60 × 25 needle coupled to a 10 mL syringe, which was attached to a hand-grip syringe holder. The procedure consisted of introducing the needle into the tissue and applying suction while moving the needle back and forth repeatedly. Enough material was considered obtained when the hub of the needle was filled with aspirate, the pressure on the syringe was released, and the needle was removed from the lesion. We harvested tissue from the 4 largest lobes of the liver (Right Lobe, Left Lobe, and 2 Middle Lobes). FNAs were placed in RPMI + 10% FBS and kept on ice until processing. A slight pressure for 10–15 s (cloth forming time) was applied to the collection site after each FNA as a precaution against hemorrhage development. After the procedure, animals were placed in a clean cage for recovery and monitored every 10 min for 2 h.

### 2.3 Liver histology

Animals used for liver histology were euthanized by CO₂ asphyxiation (30% flow rate until respiration ceased, followed by 70% for 2 min), and death was confirmed by cervical dislocation. Liver fragments from each lobe were harvested and fixed in 10% neutral buffered formalin overnight, followed by dehydration in 70% ethanol at 4 °C. After paraffin embedding, fragments were sectioned (5 μm thickness), deparaffinized, hydrated, and stained with H&E and Sirius Red at the USC Research Center for Liver Diseases (RCLD) Liver Histology Core. Liver biopsies from 4 lobules were evaluated and graded histologically as follows: Steatosis grades: “0” = none, “<1” = less than 5% of hepatocytes, “1” = 5–25%, “2” = 26–50%, “3” = 51–75%, “4” = > 75%; Lobular inflammation grades (20x field): “0” = none, “1” = < 2 per field, “2” = 2–4 per field, “3” = > 4 per field; Fibrosis grades: “0” = None, “1” = Perisinusoidal or periportal, “2” = Perisinusoidal and portal/periportal, “3” = Bridging fibrosis, “4” = Cirrhosis. The scoring was performed by a pathologist (G.K.) in a blinded fashion, without knowledge of the treatment.

All statistical analyses, and graphs were generated using GraphPad Prism version 10 for macOS (GraphPad Software). We used the non-parametric Kruskal-Wallis test to evaluate hepatic steatosis, inflammation and fibrosis scores across groups.

### 2.4 FNA biopsy cell dissociation

FNA biopsies from all animals within the same subgroups (a total of 12) were pooled into two 15 mL conical tubes and centrifuged at 350 rcf for 5 min at 4 °C. We gently resuspended the biopsies in 10 mL of liver digestion buffer per tube, preheated to 37 °C. Liver digestion buffer was composed of 0.05% Collagenase type IV (Cat#17104–019, Gibco) and 0.02% DNase (Cat#DN25, Sigma-Aldrich) in RPMI 1640 (Cat#22440, Invitrogen). Biopsies were dissociated into a single-cell suspension for 15 min at 37 °C on a rocker. The two 15 mL tubes were combined into a 50 mL conical tube, and the tube volume was filled with RPMI containing 10% FBS. Cells were centrifuged at 350 rcf for 5 min at 4 °C. Cell pellet was resuspended in 40 mL of 1X BD Pharm Lyse™ Lysing Buffer (Cat#555899, BD Biosciences) to remove red cells and incubated for 10 min at room temperature. Cell suspension was then filtered through a 40 μm cell strainer to remove debris and centrifuged at 350 rcf for 5 min at 4 °C. The cell pellet was resuspended in 30 mL of PBS and centrifuged at 350 rcf for 5 min at 4 °C. Cell pellet was resuspended in the Dead Cell Removal Kit microbead solution (Cat#130–090-101, Miltenyi Biotech), and dead cell removal was performed according to the manufacturer’s instructions. After viable cells were recovered, they were centrifuged at 400 rcf for 10 min at 4 °C, and the pellet was resuspended in 50 μL of PBS + 0.04% BSA. Cell concentration and viability were assessed using trypan blue exclusion. All samples showed viability above 95%.

### 2.5 Single-cell RNA library preparation and sequencing

An average of 16,500 cells per condition were partitioned using the Chromium Next GEM Single Cell 3′ v3.1 Kit (Cat#1000269, PN-1000130 and PN-1000129, 10XGenomics), targeting 10,000 cells. One scRNA-seq library per experimental condition was constructed following the manufacturer’s instructions (Cat#1000269, PN-1000196, 10X Genomics). Libraries were deep sequenced at the USC Molecular Genomics Core using the Illumina NovaSeq6000 platform, and an average of 40,000 reads was obtained per cell.

### 2.6 Bioinformatics analyses

Cell-by-gene count matrices were generated by processing FASTQ files with the Cell Ranger count pipeline (versions 9.0.1 and 10X Genomics) using the GRCm39 mouse reference genome (GRCm39-2024-A, 10X Genomics) for each sample. Count matrices were corrected for ambient RNA contamination using SoupX with default parameters (14). Quality control was performed using Seurat (version 5.3) (15) in a two-step process. First, genes detected in fewer than 3 cells were removed. Second, low-quality cells were filtered by removing cells with fewer than 500 UMIs, fewer than 300 detected genes, and greater than 10% mitochondrial reads (Supplementary Figure 1).

Samples were integrated into a unified data set using sctransform normalization (16, 17) and Harmony (version 1.2.3) integration (18) implemented in Seurat. Harmony integration was performed on the principal component embedding with each scRNA-seq library treated as a separate batch to correct the library-level technical variation across the four samples. No biological covariates were included in the correction. Integration performance was assessed by comparing UMAP embeddings before and after Harmony, colored by condition (Supplementary Figure 2). Differences in mitochondrial gene content among cells were corrected during normalization by regressing out the percentage of mitochondrial reads using the vars.to.regress parameter in the SCTransform function. Clustering was performed using the first 30 PCs as input dimensions for the Seurat FindNeighbors function. Optimal clustering resolution was determined by evaluating a range of values from 0 to 1 (incremented by 0.1) using the R package clustree (version 0.5.1) (19) and a final resolution of 0.4 was selected for downstream analysis. Cell types were annotated manually by examining the expression of canonical marker genes across each cluster (Supplementary Figure 3). Clusters were embedded in two-dimensional space using UMAP and visualized in Seurat (Supplementary Figure 4).

Differential expression analysis was performed at two levels. First, in the global comparison, all cells from one condition were compared against all cells from the contrasting condition. Second, in the cell-type-stratified comparison, cells of a given annotated cell type from one condition were compared against cells of that type from the contrasting condition. Genes were pre-filtered for testing using Seurat’s default thresholds (logfc.threshold = 0.25 and min.pct = 0.1). *p*-values were adjusted for multiple comparisons using Bonferroni correction across all tested genes, and genes with an adjusted *p*-value < 0.1 were considered differentially expressed.

DEGs included for biological interpretation had FDR < 0.1 and fold change > 1.2. Ingenuity Pathway Analysis (IPA) software (V153384343, Qiagen) (20) was used to determine the canonical pathways and biological processes altered at both global and cell-type-specific levels. The significance thresholds for pathways and biological processes were *p*-value <0.05 and Z-score <−2 or >2. Values used for data visualization were-log10(p-value) and Z-score. For visualization purposes, significant IPA pathways were grouped according to their primary biological functions. DEGs that shifting their direction of expression following dietary intervention were analyzed using the Gene Ontology website (21) (GO Ontology database DOI: 10.5281/zenodo.16423886 Released 2025-07-22). We used “*Mus musculus* (all genes in database)” as the reference list and “GO biological process complete” as the annotation data set. We selected Fisher’s exact test for statistical analysis and applied false discovery rate (FDR) correction for multiple testing. The threshold for significant biological processes was FDR < 0.05. Values used for data visualization were FDR and fold enrichment.

## 3 Results

### 3.1 Feasibility of longitudinal liver sampling using image-guided FNA and scRNA-seq

To assess the feasibility of high-precision sampling using image-guided fine-needle aspiration (FNA) coupled with single-cell transcriptomics (scRNA-seq) in MASLD modeling, we applied this framework to evaluate the impact of dietary intervention on MASH progression (Figure 1A). This approach enabled longitudinal sampling of the same animal cohorts across disease stages while reducing the need for large tissue inputs and euthanasia typically required for traditional assays.

**Figure 1:**
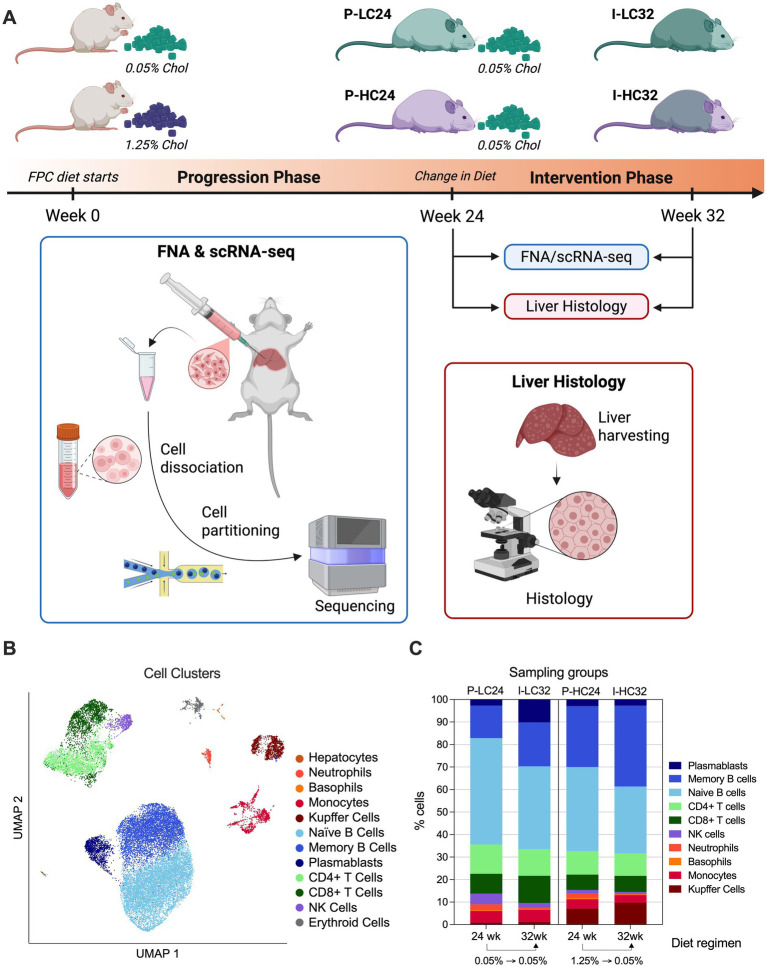
Use of image-guided FNA and scRNA-seq for longitudinal sampling in a MASLD animal model. **(A)** Experimental design. Mice were fed an FPC diet containing either low (0.05%) or high (1.25%) cholesterol for 24 weeks (progression phase). Three animals were randomly selected to undergo the FNA procedure and were subsequently fed an FPC diet containing low cholesterol for an additional 8 weeks (intervention phase), while the other two mice were euthanized for histological assessment. At the end of 32 weeks, all remaining mice underwent the FNA procedure and were then euthanized for histological analysis. Biopsies collected during the FNA procedure were dissociated into single-cell suspensions and analyzed by scRNA-seq. Created with www.biorender.com. **(B)** UMAP showing cell populations identified in FNA biopsies by scRNA-seq. **(C)** Proportions of cell populations observed across sampling groups.

Two groups of mice (n = 5 each) were fed the Fructose, Palmitate, Cholesterol, and Trans-Fat (FPC) diet with varying cholesterol content for a total of 32 weeks (Figure 1A). During the first 24 weeks (Progression phase), one group received a low dietary cholesterol level (0.05%), and the other received a high dietary cholesterol level (1.25%). At week 24, three mice from each group underwent the FNA sampling and continued into the second phase of the study, while two mice from each group were euthanized for liver histological assessment. Samples harvested at week 24 from these groups are referred to as P-LC24 and P-HC24, respectively. All mice undergoing FNA recovered fully without complications. The remaining mice (three per group) were then transitioned to an FPC diet with 0.05% cholesterol for an additional 8 weeks (Intervention phase). At the end of this phase (week 32), all animals underwent a second FNA procedure and were subsequently euthanized for histological evaluation. Samples collected at this point were labeled I-LC32 (mice continuously fed low cholesterol) and I-HC32 (mice transitioned from high to low cholesterol during intervention). MASLD progression was confirmed using H&E and Sirius Red staining. No significant differences were detected in steatosis, inflammation, and fibrosis among the groups (Supplementary Table 1).

To obtain a better representation of the whole liver, we collected one biopsy per major liver lobe during each FNA procedure, totaling 4 biopsies per animal. Biopsies were pooled at the subgroup level for downstream cell dissociation. We obtained a robust number of viable cells for scRNA-seq (Supplementary Table 2). 

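Each library pooled 12 FNA biopsies, 4 from each of 3 mice, and 1 library was made per condition. The kit tags every captured transcript with a unique molecular identifier (UMI). The authors deposited the UMI counts per gene and cell that Cell Ranger 9.0.1 gave on the GRCm39 mouse reference. All values were whole numbers, which the SoupX correction of section 2.6 does not give by default, and barcodes below the limits of its cell filters were among them. The counts covered 7035 barcodes called as cells in P-LC24, 7946 in P-HC24, 9828 in I-LC32 and 8389 in I-HC32, with 50941106, 73837023, 79215858 and 89257239 UMIs in total. The paper gives the sequencing depth in reads per cell (section 2.5), a unit that UMI counts do not hold. High cholesterol stands for 1.25% of the FPC diet in the paper's text and for 1.2% in Supplementary Table 2, and low cholesterol for 0.05% in both. Mice of I-HC32 had the high level until week 24 and the low level from then to week 32, while P-LC24 and I-LC32 had the low level throughout. Supplementary Table 2 lists viabilities at week 32 that lie below the limit section 2.4 states for all samples. Because each condition had 1 library, no error between replicates could be given and no condition was tested against another. A difference between 2 libraries therefore holds the diet, the mice and the handling of the library together. Intervals in parentheses are 95% intervals, exact Clopper-Pearson for shares of cells and exact Poisson for ratios of summed UMIs, and they cover counting error only. For gene expression, the UMIs of all cells of a class were summed per library and scaled to CPM by the total UMIs of that class and library. Expression ratios are log2 values of P-HC24 over P-LC24 (Prog) and of I-HC32 over I-LC32 (Int). A gene was compared in a class where at least 10% of the cells had a UMI of it in either library and both libraries together held at least 100 UMIs of it.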

After quality control filtering and doublet removal (Supplementary Figure 1), we profiled 5,132 cells in P-LC24, 6,897 cells in P-HC24, 7,405 cells in I-LC32, and 7,343 cells in I-HC32. 

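Fewer than 300 detected genes were found in 1744 barcodes of P-LC24, 677 of P-HC24, 2150 of I-LC32 and 201 of I-HC32, and 1 barcode, in I-LC32, had fewer than 500 UMIs. More than 10% mitochondrial UMIs were found in 154, 369, 273 and 849 barcodes. After these filters 5142 cells remained in P-LC24, 6914 in P-HC24, 7417 in I-LC32 and 7351 in I-HC32. The paper's text does not name its doublet caller. Its final cell numbers lie just below those after these filters, so its doublet removal may have taken far fewer cells than the removal here. In cell numbers, leaving doublets in is therefore nearer to the paper. Cells were ranked by their Scrublet score within each library, and the highest-ranked 4.11%, 5.53%, 5.93% and 5.88% were removed, the share expected at 0.8% per 1000 cells. This removed 212, 382, 440 and 432 cells and kept 4930, 6532, 6977 and 6919. The kept cells held 38419149 UMIs in P-LC24, 63014921 in P-HC24, 61478676 in I-LC32 and 76920416 in I-HC32. Their median depth was 6290.5, 7268.5, 6860 and 8533 UMIs per cell, and their median number of detected genes was 2196.5, 2227.5, 2327 and 2655. A mitochondrial limit of 5% moved the number of kept cells most, to 4144, 3155, 3899 and 5311, because the median mitochondrial share was 3.80% in P-LC24, 5.09% in P-HC24, 4.86% in I-LC32 and 4.13% in I-HC32.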

We identified Kupffer cells (KCs), monocytes, granulocytes, natural killer (NK) cells, and lymphocytes (Figure 1B). 

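The kept cells fell into 20 clusters, which were named from lists of marker genes per cell type. A marker counted as detected where at least 25% of the cells of a cluster had a UMI of it. A cluster was named by hand, with the ending -like, where at least 3 markers of a type were detected and markers of that type were among its leading 10 genes. Most clusters whose leading genes lay outside the list or pointed to another type with a marker list as well kept their number. Clusters 1, 2 and 11 were naive B-like, with all 10 B cell and naive B cell markers detected, although Cr2, a leading gene of each, was on the memory B cell list. Clusters 2 and 11 thus had 1 marker of the type and 1 of another among their leading genes, as had cluster 13, which kept its number. Cluster 0 was memory B-like, with 10 of 17 B cell and memory B cell markers detected and Zbtb32 among its leading genes. Cluster 4, set beside the plasmablasts of Figure 1B, had the 5 B cell and the 5 naive B cell markers but 2 of 8 plasmablast markers, Mzb1 and Irf4, and was led by lambda light chain genes. Cluster 5, set beside the KCs, had 6 of 9 KC markers (Vsig4, Timd4, Cd5l, C1qa, C1qb and Adgre1). None of these was among its leading 10 genes, which were Slpi, Prg4, Alox15, Pf4, Ltbp1, Saa3, Serpinb2, Fabp4, C4b and Ptgis. Cluster 8 was monocyte-like with 11 of 11 markers, and cluster 13 had 6 of 11 monocyte markers and 4 of 10 dendritic cell markers. The other innate classes were NK-like (cluster 9), neutrophil-like (cluster 14) and basophil-like (cluster 16). The last was led by Cma1, Mcpt4 and Tpsb2 of mast cells as well, a type for which no list was written in advance, so its name does not separate basophils from mast cells. Among the T cells, cluster 12 was CD4 T-like, and clusters 3, 6, 7 and 15 kept their numbers. In I-LC32, Cd8a had a UMI in 46.5% of the cells of cluster 6 (41.1–51.9), in 62.4% of cluster 7 (57.3–67.2) and in 2.96% of CD4 T-like cells (0.968–6.77), at medians of 8809, 6004.5 and 5141 UMIs per cell. Cd4 had a UMI in 0.882%, 8.25% and 53.8% of the same cells. In cluster 3, which joined cells of both lineages, Cd4 had a UMI in 26.6% and Cd8a in 26.1% of the cells of I-LC32. Clusters 6 and 7 were set beside the CD8+ T cells, clusters 3, 12 and 15 beside the CD4+ T cells, and clusters 8 and 13 beside the monocytes. Clusters 17 and 18, with 92 and 89 cells, stayed unnamed. Cluster 18 was led by Pclaf, Top2a, Birc5, Mki67 and other genes of dividing cells, so dividing cells that fell into it were left out of every class. Cluster 17, at a median depth of 0.48 times that of its libraries, was led by Clec1b, Aif1, Mcpt4, Plpp3, Mrc1, Hpgd, Apoe, Cma1, Dnase1l3 and Lifr. Of cluster 17, 64 cells came from I-HC32, and with 1 library per condition a cluster mostly of 1 library may be that library and not a type. A type of cell for which no list was written stays open. Since the names were rebuilt from the counts, a difference from the study may come from them.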

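Cluster 19 was hepatocyte-like, with 6 of 7 hepatocyte markers detected (Alb, Apoa1, Ttr, Serpina1a, Apoc3 and Fgb) and a median depth of 0.24 times that of its libraries. It held 32 cells in P-LC24, 15 in P-HC24, 9 in I-LC32 and 12 in I-HC32, or 0.649% (0.444–0.915), 0.230% (0.129–0.379), 0.129% (0.059–0.245) and 0.173% (0.0896–0.303) of all kept cells. Erythroid-like cells (cluster 10) were 2.64% (2.21–3.12), 1.41% (1.14–1.72), 3.55% (3.13–4.02) and 0.954% (0.739–1.21). Cells in unnamed clusters were 0.446%, 0.291%, 0.616% and 1.40%. Without these clusters, the immune classes held 4746 cells in P-LC24, 6406 in P-HC24, 6677 in I-LC32 and 6744 in I-HC32, and these numbers were the denominators of all class shares.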

Since the dissociation procedure preferentially preserves hepatic non-parenchymal/immune cell population, only a very small number of hepatocytes and other cell types were recovered; these were excluded from cell population analysis. Gene markers used for cell type annotation are provided in Supplementary Figure 3. We observed shifts in immune cell composition driven by dietary cholesterol and exposure duration (Figure 1C). 

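B cells (naive B-like, memory B-like and cluster 4) were 65.5% (64.1–66.8) of the immune cells in P-LC24, 68.3% (67.1–69.4) in P-HC24, 68.2% (67.1–69.4) in I-LC32 and 69.8% (68.6–70.8) in I-HC32. Naive B-like cells alone were 47.1% (45.7–48.6), 38.5% (37.3–39.7), 37.996% (36.8–39.2) and 31.9% (30.8–33.1). With cluster 5 and memory B-like cells left out of the denominator, naive B-like cells were 55.3%, 57.3%, 49.9% and 56.7% of the remaining immune cells. All T cell clusters together were 21.0%, 16.6%, 22.9% and 16.1%. Clusters 6 and 7 together were 8.49% in P-LC24, 6.06% in P-HC24, 10.9% in I-LC32 and 5.40% in I-HC32. Cluster 3 was 11.1% (10.2–12.1), 9.02% (8.33–9.75), 9.08% (8.40–9.79) and 7.19% (6.59–7.83), CD4 T-like cells were 1.05%, 1.26%, 2.53% and 2.77%, and cluster 15 was 0.295%, 0.218%, 0.434% and 0.741%. NK-like cells were 5.10% (4.49–5.76) in P-LC24 and 1.51% (1.23–1.84) in P-HC24, and 2.19% (1.85–2.57) in I-LC32 and 0.89% (0.68–1.14) in I-HC32. Monocyte-like cells were 3.48% (2.97–4.04), 2.69% (2.30–3.11), 3.01% (2.61–3.45) and 1.23% (0.981–1.52), and cluster 13 was 1.31%, 1.39%, 1.69% and 1.71%. Neutrophil-like cells were 2.59% (2.16–3.08) and 1.94% (1.61–2.30) at week 24 and 0.479% (0.328–0.676) and 0.801% (0.602–1.04) at week 32. Of the 54 cells of I-HC32, S100a8, a leading gene of the class, had a UMI in 22, and the B cell gene Cd79a in 31. The higher share in I-HC32 than in I-LC32 therefore cannot be read as one of neutrophils. Of the alternatives, the mitochondrial limit of 5% moved the shares most, with 44 of 60 shares and differences outside their intervals and 1 difference reversed. Shares that differ by more than their intervals differ by more than counting error, and how far they would differ between mice of the same diet could not be seen.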

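Cluster 5 held 34 immune cells of P-LC24 and 455 of P-HC24, or 0.716% (0.497–1.00) and 7.10% (6.49–7.76), a difference of 6.39 percentage points. Memory B-like cells were 669 and 1651, or 14.1% (13.1–15.1) and 25.8% (24.7–26.9), a difference of 11.7 percentage points. With cells of cluster 5 left out of the denominator, memory B-like cells were 14.2% and 27.7%. At the mitochondrial limit of 5%, the difference in cluster 5 was 11.9 percentage points, and the memory B-like share was 8.45% in P-LC24 and 7.01% in P-HC24, so that its difference changed direction (−1.45 percentage points). More than 5% mitochondrial UMIs were found in 50.1% (46.2–53.9) of the memory B-like cells of P-LC24 and in 87.4% (85.7–89.0) of those of P-HC24. For all kept cells these shares were 16.3% and 53.0%. Immunoglobulin heavy chain transcripts of the memory B-like cells were mostly unswitched, with more IgG, IgA or IgE than IgM UMIs in 0.598% (0.163–1.52) and 0.424% (0.171–0.872) of the cells. Of their heavy-chain V gene UMIs, 35.4% (30.8–40.2) in P-LC24 and 24.1% (20.7–27.8) in P-HC24 came from Ighv11-2, whereas the leading V gene of naive B-like cells took between 3.89% and 6.11% across the libraries. A list of 10 genes of B-1 cells, an innate-like B cell type, had 1306 and 1190 CPM in memory B-like cells and 195 and 169 CPM in naive B-like cells of the same libraries. Of that list, Zbtb32 and Cd9 are also memory B cell markers, and it was written after the leading genes of the cluster had been seen.

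**Figure D1:**
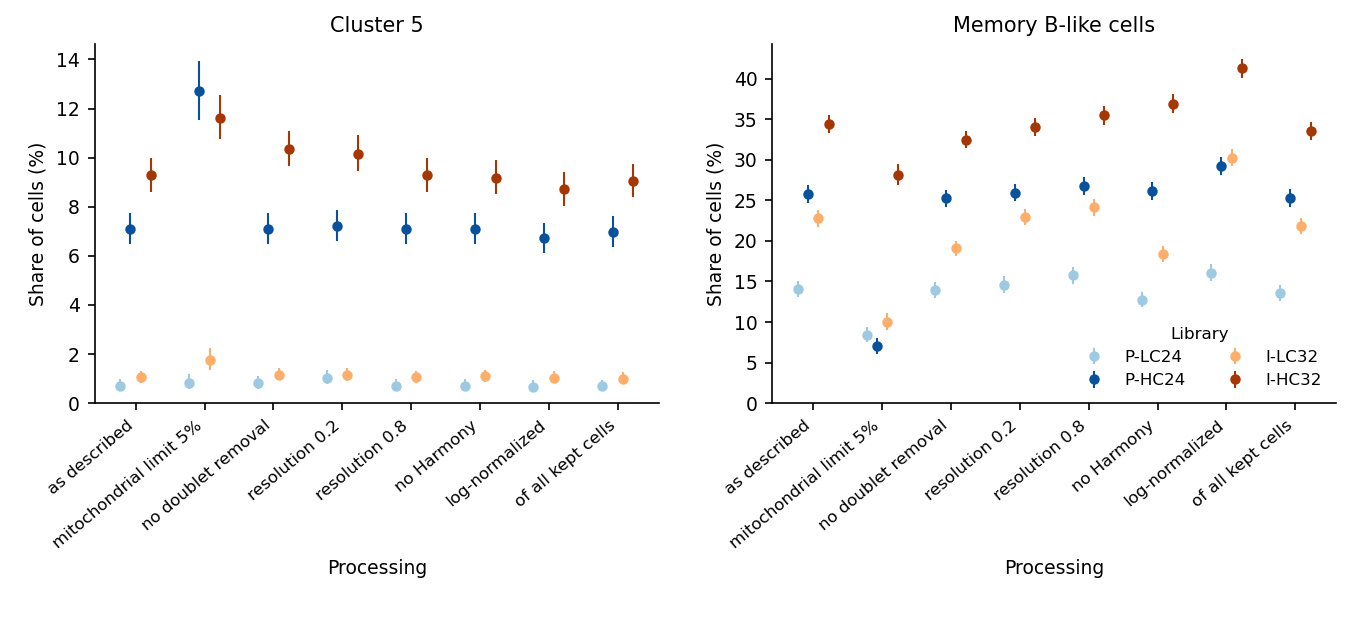
Share of immune cells (y axis, %) in cluster 5 and in memory B-like cells for the 4 libraries, with the processing as described and with each alternative named on the x axis; points are shares and bars are exact 95% intervals. The memory B-like share at week 24 is higher in P-HC24 than in P-LC24 under the settings shown other than the mitochondrial limit of 5%, where it is 8.45% against 7.01%.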

Notably, mice fed high cholesterol for 24 weeks exhibited an increased proportion of KCs and memory B cells compared to their low cholesterol counterparts. 

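At week 32, cluster 5 held 70 cells of I-LC32 and 626 of I-HC32, or 1.05% (0.818–1.32) and 9.28% (8.60–10.0) of the immune cells, a difference of 8.23 percentage points. Memory B-like cells were 22.8% (21.8–23.8) and 34.4% (33.3–35.6). More lambda than kappa light chain UMIs were found in 22.9% (20.8–25.1) of them in I-LC32 and 6.94% (5.94–8.05) in I-HC32. The cells of cluster 5 were deep, with medians of 29576 UMIs in P-LC24, 21968 in P-HC24, 25733 in I-LC32 and 20782 in I-HC32. Clec4f, a KC marker, had no UMI in any of the 1185 cells, which allows a share of up to 0.253%. Gata6, a transcription factor of peritoneal macrophages, had a UMI in 94.1% (80.3–99.3), 74.1% (69.8–78.0), 82.9% (72.0–90.8) and 82.6% (79.4–85.5) of the cells of cluster 5. In monocyte-like cells, with medians of 11898, 10733, 11235 and 10171 UMIs, Gata6 had no UMI in 165, 172, 201 and 83 cells, which allows a share of up to 1.82%, 1.74%, 1.49% and 3.61%. A list of 12 peritoneal macrophage genes had 12554 CPM in cluster 5 of P-LC24, 11354 in P-HC24, 12105 in I-LC32 and 14843 in I-HC32. A list of 12 KC genes had 20.4, 43.1, 30.1 and 45.2 CPM there, and 129, 56.1, 67.7 and 62.3 in monocyte-like cells, so it is not specific in these data. Both lists were written after the leading genes of cluster 5 had been seen, and 4 of the 12 peritoneal genes are among these leading genes (Prg4, Alox15, Ltbp1 and Saa3). The KC markers used for naming had 5495, 7044, 6612 and 8002 CPM in cluster 5 of P-LC24, P-HC24, I-LC32 and I-HC32.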

Dietary intervention did not reduce KC abundance.

Differentially expressed genes (DEGs) were identified from two pairwise comparisons: P-HC24 versus P-LC24 (Progression, Prog), and I-HC32 versus I-LC32 (Intervention, Int). DEGs were determined both at the global level, encompassing all cells, and at the level of major hepatic cell populations (Figure 2A). Only genes that were significant concerning differential expression (adjusted *p*-value < 0.1) were included in further analysis. 

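In all kept cells together, 7059 genes were compared in Prog and 7734 in Int. In Prog, 16.5% of them were at least 1.2-fold higher in P-HC24 and 47.5% at least 1.2-fold lower, with a median log2 ratio of −0.23. In Int, 13.4% were higher and 12.2% lower in I-HC32, with a median of −0.01. Relative to these medians, 31.0% of the genes were higher and 26.5% lower in Prog, and 14.3% and 11.2% in Int. Of the genes past 1.2-fold, 25.8% were thus higher in P-HC24 in Prog and 52.3% higher in I-HC32 in Int, or 53.9% and 56.0% relative to the medians. Scaling moved these shares most. In mean UMIs per cell without scaling to depth, they were 64.3% and 96.9%, and with each library set to its own median depth they were 50.6% and 96.3%, and both of these settings were chosen after seeing the data. Ecm1 (ENSMUSG00000028108, chromosome 3 from 95640761 to 95646943) had the highest ratio in Prog, at 3.26 (3.16 to 3.36), with 13648 UMIs in P-HC24 and 868 in P-LC24. Tox (ENSMUSG00000041272, chromosome 4 from 6686353 to 6991644) had the lowest, at −2.34 (−2.42 to −2.27). In Int, Lrg1 (ENSMUSG00000037095, chromosome 17 from 56426283 to 56429001) was highest at 3.21 (3.09 to 3.33), and Ly6c2 (ENSMUSG00000022584, chromosome 15 from 74980003 to 74988467) was lowest at −2.47 (−2.55 to −2.40). All positions are on GRCm39, and each of these 4 genes is protein-coding. Their ratios in all cells also hold differences in class shares. Tox was a leading gene of cluster 7, which was 3.90% of the immune cells in P-LC24 and 2.12% in P-HC24. Ly6c2 was a leading gene of cluster 6, at 5.09% in I-LC32 and 2.03% in I-HC32. How much of each ratio comes from class shares was not tested gene by gene.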

At the global level, high cholesterol intake upregulated 2,572 genes and downregulated 2,195 genes, whereas cholesterol reduction upregulated 3,702 genes and downregulated 724 genes (Figure 2A). We identified 278 genes that reversed their direction of expression in response to dietary cholesterol, with 75 genes upregulated during the progression phase and subsequently downregulated following dietary intervention, and 203 genes downregulated by high cholesterol intake and upregulated after cholesterol reduction (Figure 2B). 

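Of the 6997 genes compared in both Prog and Int, 20 were at least 1.2-fold higher in P-HC24 and at least 1.2-fold lower in I-HC32, and 89 were lower and then higher, 109 in total. A further 438 genes were higher in both comparisons and 719 lower in both. If the directions of the 2 comparisons were independent, 145 genes would be higher then lower and 395 lower then higher. The Spearman correlation of the 2 ratios was 0.56 across genes, which are not independent replicates. A filter of only 20 UMIs raised these numbers most, to 275 and 867 of 16508 genes, and 1.5-fold in place of 1.2-fold lowered them most, to 0 and 3. Relative to the median gene they were 54 and 27, so that the kind that was more common changed. Of the 20 genes, Rps27rt (ENSMUSG00000050621) moved from 0.50 to −0.50, Ifi27l2a (ENSMUSG00000079017) from 0.67 to −0.39 and Lgals1 (ENSMUSG00000068220) from 0.36 to −0.55. These 3 genes were chosen after their values were seen. Among the 20 genes, the median log2 ratio of I-HC32 over P-HC24 was −0.40 and that of I-LC32 over P-LC24 was 0.36, and in 45.0% of them the low cholesterol libraries, whose diet did not change, moved at least as far as the others.

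**Figure D2:**
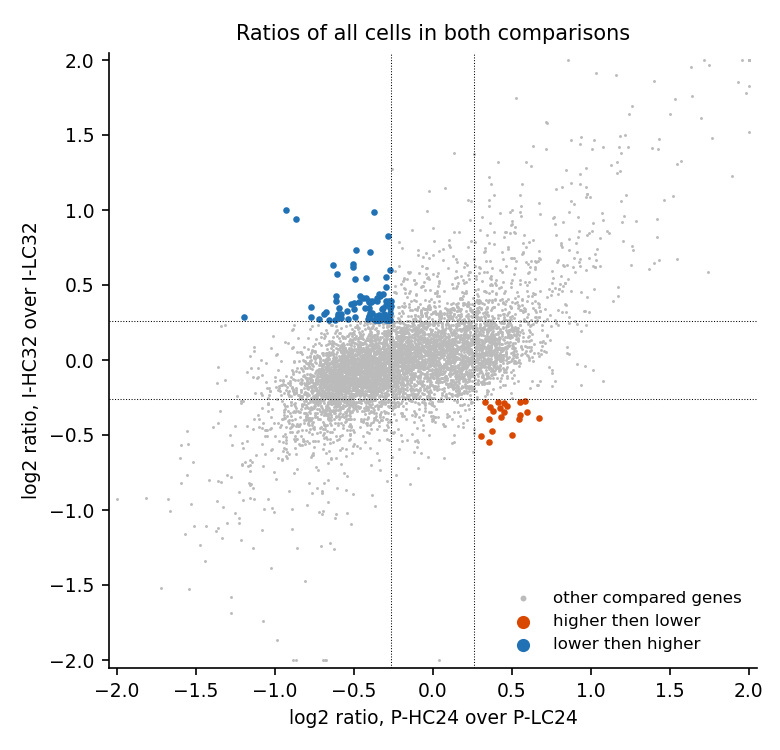
Log2 ratio of each of the 6997 genes in Prog (x axis) against Int (y axis), all kept cells together, with values beyond 2 in size drawn at the edge and dotted lines at 1.2-fold. Orange points are the 20 genes higher in P-HC24 and lower in I-HC32, and blue points the 89 genes lower and then higher; most points lie along the diagonal.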

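A list of 81 nuclear genes of oxidative phosphorylation had a median log2 ratio of 0.30 in Prog, against −0.23 for all compared genes, with 72 members higher and 9 lower. It lay above all 10000 random lists of the same size with matched mean expression. In Int, its median was 0.01, at percentile 94.9 of the random lists, with 42 members higher and 39 lower. The member with the highest mean CPM was Atp5e (ENSMUSG00000016252) in Prog, at 0.15 (0.13 to 0.17), and Cox4i1 (ENSMUSG00000031818) in Int, at 0.14 (0.12 to 0.16). No gene of the list was among the 20 genes that were higher in P-HC24 and lower in I-HC32. These 20 genes held 3 genes encoded by the mitochondrial genome, mt-Atp6, mt-Co2 and mt-Co3, with 0.43, 0.45 and 0.58 in Prog and −0.32, −0.29 and −0.27 in Int. Against random lists matched on gene length, the Prog median of the 81 genes was 0.21 above that of genes of the same length. Lists of proteasome subunits and of ribosomal proteins were also higher in Prog, with medians of 0.32 and 0.27, and had medians of 0.08 and 0.01 in Int. The list of MHC class II genes had a median of 0.25 in Prog, at percentile 96.5, and −0.08 in Int.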

The 75 genes upregulated by high cholesterol intake enriched Gene Ontology (GO) pathways related to oxidative phosphorylation and energy production (Figure 2C, top). Conversely, the 203 genes upregulated after dietary intervention enriched GO terms associated with macromolecule regulation, gene expression, and platelet-activating factor (Figure 2C, bottom). Additionally, high cholesterol intake for 24 weeks modulated 181 pathways, while cholesterol reduction for 8 weeks affected 265 pathways (Figure 2D). 

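The 89 genes that were lower in P-HC24 and higher in I-HC32 were led by Arrdc3 (ENSMUSG00000074794), with log2 ratios of −0.93 and 1.00, Hsph1 (ENSMUSG00000029657), with −0.87 and 0.94, and Xpo1 (ENSMUSG00000020290), with −0.63 and 0.63. These names were chosen after their values were seen. Among the 89 genes, 1 encodes a ribosomal protein and none belongs to the oxidative phosphorylation list. Their median log2 ratio of I-HC32 over P-HC24 was 0.49 and that of I-LC32 over P-LC24 was −0.32, and in 31.5% of them the low cholesterol libraries moved at least as far. Of 16 heat shock genes, to which Hsph1 belongs, the median in all cells was −0.07 in Prog and 0.63 in Int, the latter above all random lists. Of 24 immediate early genes, which cells induce within minutes of handling, the median was 0.36 in Prog, at percentile 99.98, and 0.58 in Int, above all random lists. The enrichment of Gene Ontology terms among these genes was not analysed here.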

The majority of pathways modified by dietary intervention were related to immune response and inflammation. Additional categories included cell survival and apoptosis, cell cycling regulation, protein/RNA/DNA synthesis, mitochondrial stress, lipid and carbohydrate metabolism, and detoxification.

**Figure 2:**
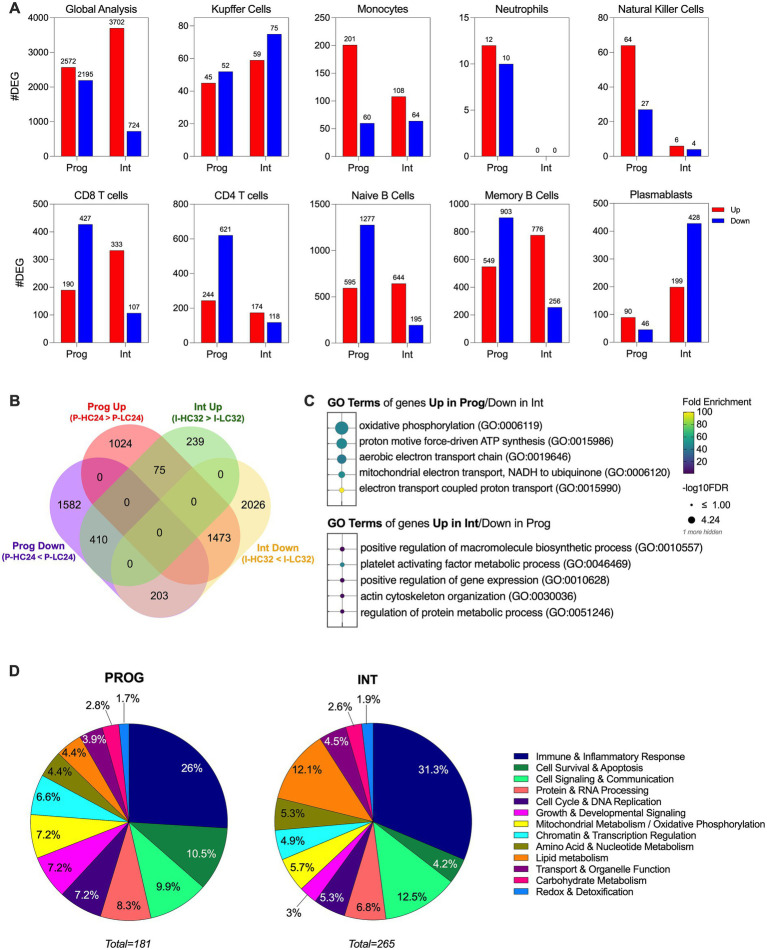
Dietary cholesterol impact on hepatic immune cell transcriptomes. **(A)** Differentially expressed genes (DEGs) were identified using both global analysis and cell type–specific analyses with the pairwise comparisons: P-HC24 versus P-LC24 (Progression, Prog), and I-HC32 versus I-LC32 (Intervention, Int). **(B)** The Venn diagram illustrates the overlap of upregulated and downregulated genes at the global level in the Progression and Intervention groups. **(C)** Bubble plots visualize the Gene Ontology (GO) biological processes enriched by genes that shift their direction of expression regulation after cholesterol reduction. The top panel shows enrichment based on the 75 genes upregulated during progression phase, whereas the bottom panel shows enrichment based on 203 genes upregulated after dietary intervention. **(D)** Pie charts depict the distribution of significant biological processes identified by Ingenuity Pathway Analysis (IPA), grouped according to their primary biological function categories during the progression and intervention phases based on the global analysis.

### 3.2 Longitudinal profiling reveals intervention-driven transcriptomic shifts in hepatic innate and adaptive immune cells

The transcriptomes of innate immune cells were moderately affected by cholesterol intake in the context of the FPC diet. 

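No count of differentially expressed genes was made from cells, since each condition had 1 library. The share of compared genes past 1.2-fold describes the libraries, and it grows in classes with few cells through counting error alone. In cluster 5, 7566 genes were compared in Prog, of which 21.3% were higher and 36.8% lower in P-HC24, and 8461 in Int, of which 14.3% were higher and 31.9% lower in I-HC32. In monocyte-like cells, these shares were 19.4% and 37.9% of 5243 genes in Prog and 21.0% and 19.6% of 4570 genes in Int. In cluster 13 they were 25.4% and 42.5% of 4113 genes, then 21.0% and 23.3% of 5469. In NK-like cells they were 19.0% and 39.8% of 3732 genes, then 17.7% and 20.3% of 2404. The median log2 ratio of all compared genes in Prog was −0.11 in cluster 5, −0.13 in monocyte-like cells, −0.14 in cluster 13 and −0.15 in NK-like cells. In Int it was −0.12 in cluster 5, 0.01 in monocyte-like cells, −0.01 in cluster 13 and −0.01 in NK-like cells.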

High cholesterol intake altered the expression of 97 genes in KCs, 261 genes in monocytes, 22 genes in neutrophils, and 91 genes in NK cells (Figure 2A). 

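In monocyte-like cells (165 in P-LC24 and 172 in P-HC24), Ly6a2 (ENSMUSG00000121499, chromosome 15 from 75002080 to 75007039) had the highest ratio at 1.25 (1.01 to 1.49), and Hmox1 (ENSMUSG00000005413, chromosome 8 from 75820241 to 75827217) the lowest at −1.64 (−1.96 to −1.33). In cluster 13 (62 and 89 cells), Retnla (ENSMUSG00000061100, chromosome 16 from 48662895 to 48664824) reached 10.93 (9.89 to 12.25), with 24846 UMIs in P-HC24 and 7 in P-LC24, and Grm8 (ENSMUSG00000024211, chromosome 6 from 27275118 to 28135177) was lowest at −4.94 (−5.80 to −4.19). In NK-like cells (242 and 97), Dscam (ENSMUSG00000050272, chromosome 16 from 96392040 to 96972145) was lowest at −6.19 (−11.50 to −3.69), with 1 UMI in P-HC24 and 223 in P-LC24. In neutrophil-like cells (123 and 124), 23.6% of 1623 compared genes were higher and 25.3% lower in P-HC24. Tagln2 (ENSMUSG00000026547, chromosome 1 from 172327426 to 172334947) was highest at 1.62 (1.19 to 2.07), and Gpr141 (ENSMUSG00000053101, chromosome 13 from 19933846 to 20008427) was lowest at −1.31 (−1.76 to −0.89). With 34 cells in P-LC24, no single gene of cluster 5 was picked in Prog.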

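In cluster 5 (70 cells in I-LC32 and 626 in I-HC32), Slc15a2 (ENSMUSG00000022899, chromosome 16 from 36570475 to 36605334) had the highest ratio at 3.14 (1.76 to 5.02), with 240 and 4 UMIs. Agbl1 (ENSMUSG00000025754, chromosome 7 from 75879635 to 76774446) had the lowest, at −4.06 (−4.33 to −3.81), and this gene leads the memory B-like cluster. In monocyte-like cells (201 and 83), Cd300e (ENSMUSG00000048498, chromosome 11 from 114942743 to 114957500) was highest at 1.37 (0.97 to 1.77), and Fmnl2 (ENSMUSG00000036053, chromosome 2 from 52747757 to 53023816) lowest at −2.05 (−2.81 to −1.37). In cluster 13 (113 and 115), Il6 (ENSMUSG00000025746, chromosome 5 from 30218112 to 30224979) was highest at 2.23 (1.78 to 2.71). Serpinb6b (ENSMUSG00000042842, chromosome 13 from 33073279 to 33163050) was lowest at −7.19 (−10.24 to −5.32), with 2 UMIs in I-HC32 and 269 in I-LC32. In NK-like cells (146 and 60), P2ry10 (ENSMUSG00000050921, chromosome X from 106131909 to 106148580) was highest at 1.08 (0.72 to 1.44), and Cdk14 (ENSMUSG00000028926, chromosome 5 from 4851602 to 5470312) lowest at −1.17 (−1.75 to −0.62). Neutrophil-like cells were 32 in I-LC32 and 54 in I-HC32, and 597 genes could be compared. The 54 cells were mixed, since S100a8 had a UMI in 40.7% (27.6–55.0) of them and in all 32 cells of I-LC32, and Cd79a, a B cell gene, in 57.4% (43.2–70.8) against 9.38% (1.98–25.0), at medians of 5328 and 2561.5 UMIs. In monocyte-like cells, which should lack Cd79a, the shares were 13.3% in I-HC32 and 10.9% in I-LC32.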

Reducing dietary cholesterol affected the expression of 134 genes in KCs, 172 genes in monocytes, and only 10 genes in NK cells. 

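Lists of genes were written from the pathway names of the paper's figures, and they are not the gene sets of Ingenuity Pathway Analysis, which the paper does not print. The alternative of leaving doublets in moved the lists most, changing for 15 of 83 list medians whether they lay in the top or bottom 2.5% of random lists. In monocyte-like cells, lipid-associated macrophage genes (12 in the list) had a median of 0.30 in Prog, at percentile 97.9. Liver X receptor target genes (11 in the list) had a median of −0.06 in monocyte-like cells and of 0.36 in cluster 5, the latter at percentile 99.2. Sterol synthesis genes (22 in the list) had medians of −0.32 and 0.13, and 0.05 in all cells. Lipid-associated macrophage genes had a median of 0.18 in cluster 5. The ribosomal protein list had medians of 0.20 in monocyte-like cells, 0.13 in cluster 5 and −0.21 in neutrophil-like cells.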

Prolonged intake of high cholesterol induced robust upregulation of several immune-related pathways in Kupffer cells and monocytes and, to a lesser extent, in NK cells, with minimal impact on neutrophil pathways. 

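The same lists were read in Int. Lipid-associated macrophage genes had a median of −0.27 in monocyte-like cells, at percentile 0.33 of the random lists, and of 0.21 in cluster 5, at percentile 98.8. For the liver X receptor targets the medians were 0.33 in monocyte-like cells, at percentile 99.8, and 0.43 in cluster 5, at percentile 99.9. Sterol synthesis genes had medians of −0.00 in monocyte-like cells, −0.46 in cluster 5, at percentile 0.37, and −0.13 in all cells. Of 16 heat shock genes, the median was 0.23 in monocyte-like cells and 0.35 in cluster 5, after −0.31 and −0.27 in Prog. The ribosomal protein list had a median of −0.08 in cluster 5 and of 2.26 in the mixed neutrophil-like cells.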

Notably, cholesterol reduction reversed most of the pathways upregulated during the progression phase.

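In monocyte-like cells, 34 of 43 neutrophil degranulation genes could be compared in Prog. Their median was 0.31, at percentile 99.99, with 24 members higher and 10 lower. Lyz2 (ENSMUSG00000069516), the member with the highest mean CPM, had 0.47 (0.45 to 0.50). Of 41 cell cycle genes, 5 could be compared, with a median of −0.03 at percentile 59.0, and H2az1 (ENSMUSG00000037894) had 0.38 (0.27 to 0.48). Dividing monocytes that fell into cluster 18 were left out of the class, so in neither comparison can this list show whether monocytes divided more. Of 17 MHC class I genes, 16 were compared, with a median of 0.23 at percentile 99.1, while B2m (ENSMUSG00000060802) had −0.01 (−0.07 to 0.05). The medians of the oxidative phosphorylation and proteasome lists were 0.35 and 0.40, both above all random lists, with 74 of 81 and 28 of 33 members higher. Interferon alpha/beta genes had a median of 0.05, at percentile 91.5. The MHC class II list had 9 compared members and a median of 0.23 at percentile 87.2, with 5 higher and 4 lower.

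**Figure D3:**
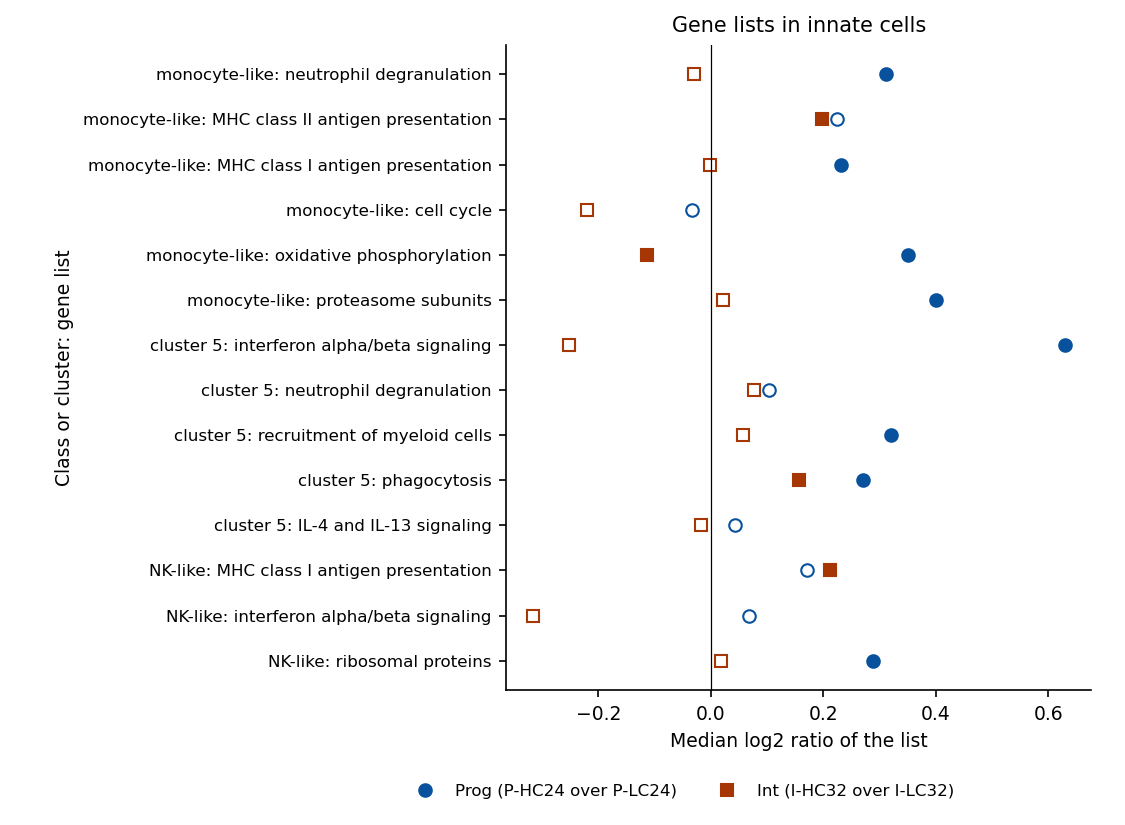
Median log2 ratio (x axis) of each gene list (y axis) in monocyte-like cells, cluster 5 and NK-like cells, with Prog as circles and Int as squares. Symbols are filled where the list lies in the top or bottom 2.5% of random lists of matched expression; neutrophil degranulation in monocyte-like cells moves from 0.31 to −0.03.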

Monocytes displayed the largest number of pathways activated by the high-cholesterol FPC diet (Figure 3A), primarily involving cell chemotaxis and recruitment, cell activation and proliferation, neutrophil degranulation, and inflammation. Most of these pathways were deactivated following dietary intervention, while MHC-II-mediated antigen presentation became activated. 

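In Int, the neutrophil degranulation list had a median of −0.03 in monocyte-like cells, at percentile 16.1, and Lyz2 had 0.07 (0.05 to 0.10). The 5 compared cell cycle genes had a median of −0.22 at percentile 5.49, all 5 lower in I-HC32. The MHC class I list had −0.00, the proteasome list 0.02, and the oxidative phosphorylation list −0.11, the last below 99.99% of random lists with 57 of 79 members lower. Interferon alpha/beta genes had a median of −0.59, below all random lists, with 17 of 19 members lower. The MHC class II list (10 compared members) had a median of 0.20 at percentile 99.5, with 7 members higher and 3 lower. Its member with the highest mean CPM, Cd74 (ENSMUSG00000024610), had 0.77 (0.71 to 0.83) in Int and 0.23 (0.16 to 0.29) in Prog. Without the cells that had a UMI of a dendritic cell gene, the MHC class II median in Int was 0.06, at percentile 65.8. In Prog the same setting gave 0.31, at percentile 96.3. In clusters made without integration the MHC class II median was −0.13 in Int and −0.27 in Prog. For monocyte-like cells joined with cluster 13 it was 0.54 in Int and 0.63 in Prog, both above all random lists, and in cluster 13 alone 0.19 and 0.33. The settings that leave out or join cells were chosen after seeing the data.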

In Kupffer cells, the most significantly upregulated pathways during progression phase were linked to granulocyte and myeloid cell recruitment, cytolysis, neutrophil degranulation, and IFN-*α*/*β* signaling (Figure 3B). 

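In cluster 5, recruitment genes of myeloid cells had a median of 0.32 in Prog, above all random lists, with 13 of 23 members higher. Cxcl2 (ENSMUSG00000058427), the member with the highest mean CPM, had −0.25 (−0.29 to −0.20). Of 14 cytotoxicity genes, Ccl5 (ENSMUSG00000035042) alone could be compared, with 569 UMIs in P-HC24 and 18 in P-LC24, a ratio of 1.67 (1.00 to 2.44). The neutrophil degranulation list had a median of 0.10 at percentile 93.6, with 21 of 33 members higher, and Lyz2 had 0.54 (0.52 to 0.56). Interferon alpha/beta genes had a median of 0.63, above all random lists, with 15 of 19 members higher. Ifitm3 (ENSMUSG00000025492) had 0.52 (0.45 to 0.58). The MHC class II list had a median of 0.79, above all random lists, and 10 of its 11 compared members were higher in P-HC24. The oxidative phosphorylation and proteasome lists had medians of −0.04 and −0.01. P-LC24 gave 34 cells with 1078118 UMIs to each of these ratios, and P-HC24 gave 10706533 UMIs.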

Neutrophil degranulation signaling persisted after dietary intervention, and phagocytosis, IL-4/IL-13 signaling, as well as cell viability pathways were further upregulated after dietary cholesterol reduction. 

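In Int, the neutrophil degranulation list had a median of 0.08 in cluster 5, at percentile 96.0, with 21 of 33 members higher, and Lyz2 had 0.48 (0.47 to 0.49). Phagocytosis genes had a median of 0.16 at percentile 98.95, with 16 of 21 members higher, after 0.27 at percentile 99.97 in Prog. Tyrobp (ENSMUSG00000030579) had 0.23 (0.19 to 0.27) in Int and 0.24 (0.19 to 0.30) in Prog. IL-4 and IL-13 signaling genes had medians of −0.02 at percentile 77.9 in Int and 0.04 at percentile 87.4 in Prog. Fn1 (ENSMUSG00000026193), their member with the highest mean CPM, had 0.14 (0.11 to 0.16) in Int and −0.39 (−0.42 to −0.35) in Prog. Recruitment genes had a median of 0.06 at percentile 96.5. Interferon alpha/beta genes had a median of −0.25 at percentile 4.52, with 17 of 20 members lower. The MHC class II list was below all random lists with a median of −1.42 and 9 of 11 members lower. The oxidative phosphorylation and proteasome lists had medians of −0.16 and −0.20.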

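In NK-like cells, the MHC class I list (17 compared members) had a median of 0.17 in Prog, at percentile 96.4, with 10 members higher and 7 lower. H2-K1 (ENSMUSG00000061232) had 0.17 (0.08 to 0.26). Of 29 interferon alpha/beta genes, 7 could be compared, with a median of 0.07 at percentile 81.9, and Ifnar2 (ENSMUSG00000022971) had 0.07 (−0.43 to 0.54) from 50 and 146 UMIs. The ribosomal protein list had a median of 0.29 at percentile 99.3, with 65 of 79 members higher, and Rps24 (ENSMUSG00000025290) had 0.34 (0.28 to 0.40). The oxidative phosphorylation list had a median of 0.33, above all random lists. No list was written for stress granule signaling.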

Natural killer cells showed activation of only a small number of pathways during the progression phase, including stress granule signaling, MHC-I-mediated antigen presentation, and IFN-α/β signaling (Figure 3C). All these pathways were normalized after cholesterol reduction.

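In Int, with 60 NK-like cells in I-HC32 and 146 in I-LC32, the MHC class I list had a median of 0.21 at percentile 99.6, with 12 of 14 members higher in I-HC32. H2-K1 had 0.26 (0.16 to 0.36). The 2 interferon alpha/beta genes that could be compared had a median of −0.32, and the interval of Ifnar2, −0.32 (−0.91 to 0.24), included 0. The ribosomal protein list had a median of 0.02 at percentile 87.1, Rps24 had −0.09 (−0.17 to −0.02), and the oxidative phosphorylation list had a median of −0.07. The depth of the NK-like cells, 385726 UMIs in I-HC32 and 868181 in I-LC32, left 2404 genes for comparison.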

**Figure 3:**
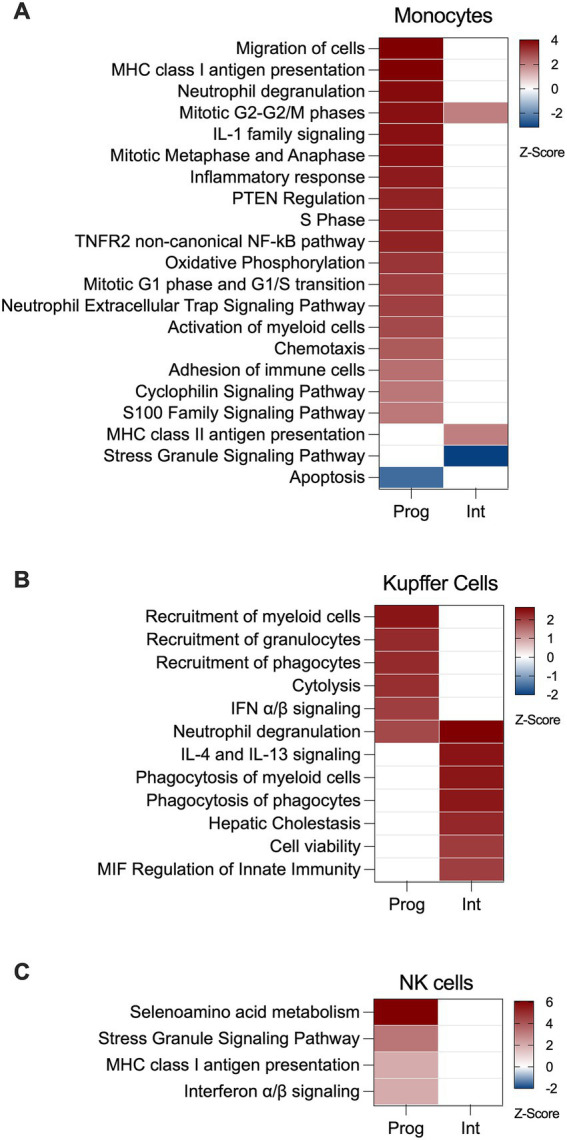
Transcriptional reprogramming of hepatic innate immune cells following dietary intervention. **(A)** The heatmap shows robust upregulation of pathways related to inflammation and cell proliferation in monocytes from mice fed the FPC high-cholesterol diet. These pathways normalized following dietary intervention. **(B)** During the progression phase, pathways associated with cell recruitment and inflammation were upregulated in Kupffer cells, whereas dietary cholesterol reduction upregulated pathways involved in phagocytosis and cell viability. **(C)** Natural killer cells were less affected by the high-cholesterol diet in the context of the FPC diet. Pathways and biological processes identification were performed using Ingenuity Pathway Analysis (IPA). Prog: Progression phase; Int: Intervention phase. NK cells: Natural killer cells.

In contrast to innate cells, adaptive immune cells were substantially more sensitive to the levels of cholesterol in the FPC diet, displaying the highest numbers of DEGs (Figure 2A). 

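The number of genes that pass a test across cells rises with the number of cells, so the classes were also compared at equal cell numbers. From each class with at least 50 cells in every library, 50 cells were drawn per library 100 times, brought to 100000 UMIs, and the median absolute log2 ratio over genes with at least 20 UMIs was taken as the spread between the 2 libraries. In Prog, the mean spread was 0.439 over 7 adaptive classes (0.396 to 0.485 between classes) and 0.440 over 3 innate classes (0.405 to 0.510). In Int, it was 0.348 (0.334 to 0.375) and 0.351 (0.334 to 0.379). For 2 draws from the same library, the mean was 0.296 in adaptive and 0.311 in innate classes in Prog, and 0.2995 and 0.306 in Int. These means differed by less than the classes within a group. The innate mean in Prog rests on cluster 13 at 0.510, while monocyte-like and NK-like cells had 0.406 and 0.405. Above draws from the same library, given for classes with at least 100 cells in a library, the mean excess in Prog was 0.1385 in 6 adaptive classes (0.103 to 0.181) and 0.0944 in these 2 innate classes (0.0921 and 0.0966). In Int it was 0.0483 in 7 and 0.0446 in 3 classes. Without doublet removal, where cluster 13 counts in Prog as well, the excess there was 0.145 in 7 and 0.148 in 3 classes. These means of the excess were chosen after seeing the data. The setting with 30 cells and 50000 UMIs, chosen after seeing the data, moved the values most, since it added cluster 5 and the mixed neutrophil-like cells to the innate classes. The means were then 0.448 and 0.423 in Prog and 0.347 and 0.542 in Int, where neutrophil-like cells had 1.27 and cluster 5 had 0.352. The mean excess was then 0.155 in 7 adaptive and 0.106 in 5 innate classes in Prog. In Int it was 0.0519 in 7 and 0.048 in 4 classes. Across the classes the paper reports, its numbers of DEGs had a Spearman correlation with the numbers of cells of 0.95 over 9 classes in Prog and 0.857 over 8 classes in Int. With the spread at 30 cells, it was 0.183 and −0.635. The paper reasons from the numbers of DEGs per cell type in Figure 2A, which were highest in adaptive cells, and concludes that adaptive immune cells were more sensitive to the cholesterol level of the FPC diet than innate cells.

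**Figure D4:**
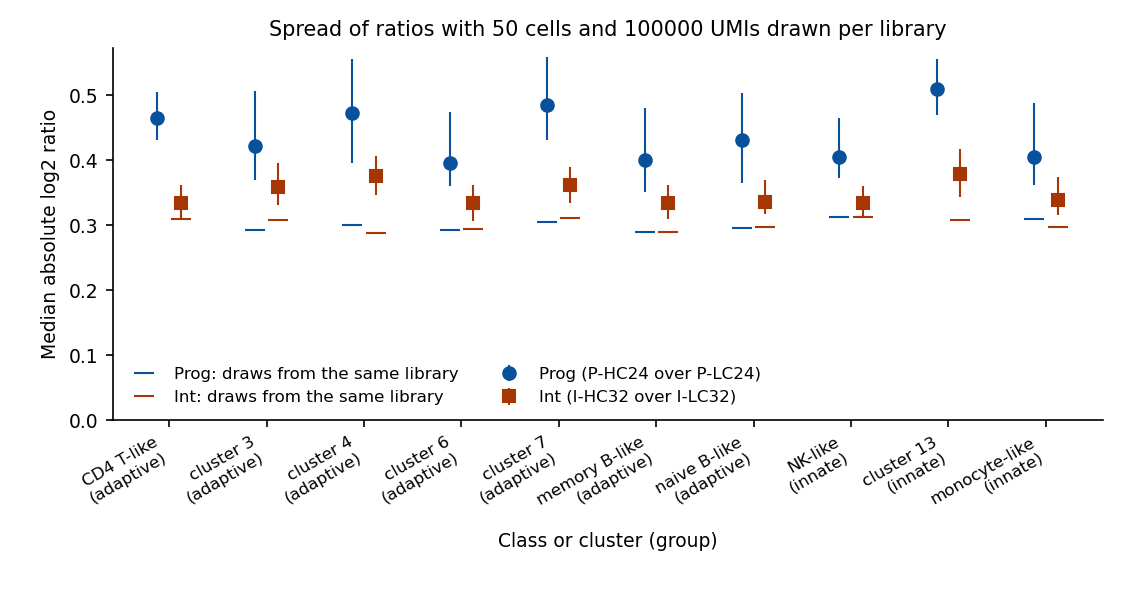
Median absolute log2 ratio between 2 libraries (y axis) for draws of 50 cells and 100000 UMIs from each class (x axis), for Prog and Int. Points are medians of 100 draws, bars hold the middle 95% of the draws, and dashes are draws from the same library, given for classes with at least 100 cells; adaptive classes lie between 0.396 and 0.485 in Prog and innate classes between 0.405 and 0.510.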

High cholesterol intake altered the expression of 617 genes in CD8^+^ T cells, 865 genes in CD4^+^ T cells, 1,872 genes in naïve B cells, 1,452 genes in memory B cells, and 136 genes in plasmablasts. 

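Of the genes compared in Prog, 12.8% were at least 1.2-fold higher and 42.1% lower in P-HC24 in cluster 6 (5326 genes), and 17.0% and 47.6% in cluster 7 (3276 genes). In cluster 3 these shares were 14.2% and 44.6% of 6518 genes, and in CD4 T-like cells 24.7% and 40.8% of 1272. In naive B-like cells they were 14.1% and 40.3% of 5713 genes, in memory B-like cells 13.2% and 42.1% of 7728, and in cluster 4 16.5% and 46.7% of 4181. The median log2 ratio of all compared genes lay between −0.23 in cluster 7 and −0.13 in CD4 T-like cells. Crip2 (ENSMUSG00000006356, chromosome 12 from 113103721 to 113109129) was highest in naive B-like cells at 1.70 (1.40 to 2.01), and Angptl1 (ENSMUSG00000033544, chromosome 1 from 156666132 to 156688648) lowest at −1.85 (−2.05 to −1.65). In memory B-like cells these were Gm56741 (ENSMUSG00000120785, chromosome 15 from 77724580 to 77725819) at 1.68 (1.04 to 2.39) and Sox5os3 (ENSMUSG00000085785, chromosome 6 from 144618532 to 144639569) at −1.82 (−2.20 to −1.44). In cluster 3 they were Gm56626 (ENSMUSG00000120777, chromosome 16 from 36585467 to 36590580) at 1.47 (1.03 to 1.92) and Gpr174 (ENSMUSG00000073008, chromosome X from 106299484 to 106340375) at −1.47 (−1.79 to −1.15). In cluster 6, Rpl9-ps6 (ENSMUSG00000062456, chromosome 19 from 32443265 to 32443978) had 1.13 (0.73 to 1.53) and Kansl1l (ENSMUSG00000026004, chromosome 1 from 66758396 to 66856764) had −1.37 (−1.81 to −0.95). In cluster 7, Vim (ENSMUSG00000026728, chromosome 2 from 13578738 to 13587639) had 1.56 (1.36 to 1.76) and Prss2 (ENSMUSG00000057163, chromosome 6 from 41498717 to 41502013) had −6.48 (−9.53 to −4.61), with 2 UMIs in P-HC24 and 237 in P-LC24. In CD4 T-like cells, Trps1 (ENSMUSG00000038679, chromosome 15 from 50518148 to 50753859) was lowest at −1.75 (−2.12 to −1.38). In cluster 4, Socs3 (ENSMUSG00000053113, chromosome 11 from 117856905 to 117860898) had 1.53 (1.17 to 1.90) and Kansl1l had −1.63 (−1.99 to −1.28).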

Dietary intervention modulated the expression of 440 genes in CD8^+^ T cells, 292 genes in CD4^+^ T cells, 839 genes in naïve B cells, 1,032 genes in memory B cells, and 627 genes in plasmablasts.

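In Int, 17.4% of 5213 compared genes were higher and 18.5% lower in I-HC32 in cluster 6, 21.9% and 16.2% of 5410 in cluster 7, 23.3% and 12.8% of 6376 in cluster 3, and 21.5% and 13.5% of 3397 in CD4 T-like cells. In naive B-like cells these shares were 11.9% and 7.83% of 6134 genes, in memory B-like cells 13.4% and 9.53% of 8209, and in cluster 4 33.6% and 16.4% of 6800. The median of all compared genes was 0.12 in cluster 4 and between −0.01 and 0.06 in the other adaptive classes. H1f4 (ENSMUSG00000051627, chromosome 13 from 23804612 to 23806541) was highest in naive B-like cells at 1.62 (1.35 to 1.90), and Gm11290 (ENSMUSG00000085827, chromosome 13 from 22198541 to 22204908) lowest at −1.46 (−1.64 to −1.29). In memory B-like cells these were Ly6k (ENSMUSG00000044678, chromosome 15 from 74668723 to 74672029) at 2.21 (1.93 to 2.51) and Mcc (ENSMUSG00000071856, chromosome 18 from 44558127 to 44945249) at −2.42 (−2.52 to −2.32). In cluster 3 they were Slc15a2 at 2.09 (1.64 to 2.57) and Gm12248 (ENSMUSG00000086962, chromosome 11 from 57954378 to 57983960) at −1.47 (−1.94 to −1.02). In cluster 6, Gm41331 (ENSMUSG00000120356, chromosome 15 from 60013623 to 60059597) was highest at 0.91 (0.58 to 1.24). In cluster 7, Crip2 had 1.73 (1.36 to 2.11) and Prss2 had −2.74 (−3.55 to −2.03). In CD4 T-like cells, Mpp7 (ENSMUSG00000057440, chromosome 18 from 7347958 to 7627016) had 1.03 (0.64 to 1.44) and Rsrp1 (ENSMUSG00000037266, chromosome 4 from 134650860 to 134654982) had −0.91 (−1.19 to −0.63). In cluster 4, Hsph1 on chromosome 5 (149537636 to 149560156) had 1.81 (1.46 to 2.16) and Gm47957 (ENSMUSG00000111561, chromosome 9 from 52174873 to 52260667) had −4.69 (−6.58 to −3.31), with 4 UMIs in I-HC32 and 209 in I-LC32.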

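The list of 26 T cell receptor (TCR) signaling genes was lower in P-HC24 in the 4 T cell classes in which it was read. In Prog its median was −0.54 in cluster 3, below all random lists, with 22 of 26 members lower, while all compared genes of the class had a median of −0.21. In cluster 6 it was −0.44 at percentile 0.05, and in cluster 7 it was −0.53 at percentile 0.19. In CD4 T-like cells 16 members were compared, with a median of −0.50 at percentile 2.29. Ptprc (ENSMUSG00000026395) had −0.69 (−0.76 to −0.62) in cluster 6, −0.80 (−0.91 to −0.69) in cluster 7 and −0.84 (−1.01 to −0.67) in CD4 T-like cells. Ratios in P-HC24 fell with gene length, with a Spearman correlation of −0.55 across all genes, which are not independent replicates. Against random lists matched on gene length, the TCR list lay at percentile 0.07 in cluster 3, 1.0 in cluster 6, 3.63 in cluster 7 and 3.18 in CD4 T-like cells. The fall was not limited to T cells. In Prog the list had −0.53 in NK-like cells and −0.76 in cluster 13, at percentiles 0.74 and 0.67 of lists of the same gene length. In naive B-like and monocyte-like cells it had −0.38 and −0.34, at percentiles 28.9 and 31.1.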

Most pathways in T cells were downregulated during the progression phase. Following cholesterol reduction, the majority normalized or became upregulated. 

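In Int, the TCR signaling list had medians of 0.03 in cluster 3, at percentile 45.3, of −0.03 in cluster 6, at percentile 30.9, of −0.09 in cluster 7, at percentile 6.32, and of 0.07 in CD4 T-like cells, at percentile 80.4. With doublets left in, the medians were −0.11 in cluster 3 and −0.23 in CD4 T-like cells, in the bottom 2.5% of random lists. Ptprc had −0.04 (−0.13 to 0.04) in cluster 6, −0.02 (−0.10 to 0.06) in cluster 7 and 0.03 (−0.07 to 0.14) in CD4 T-like cells, and each of these intervals included 0.

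**Figure D5:**
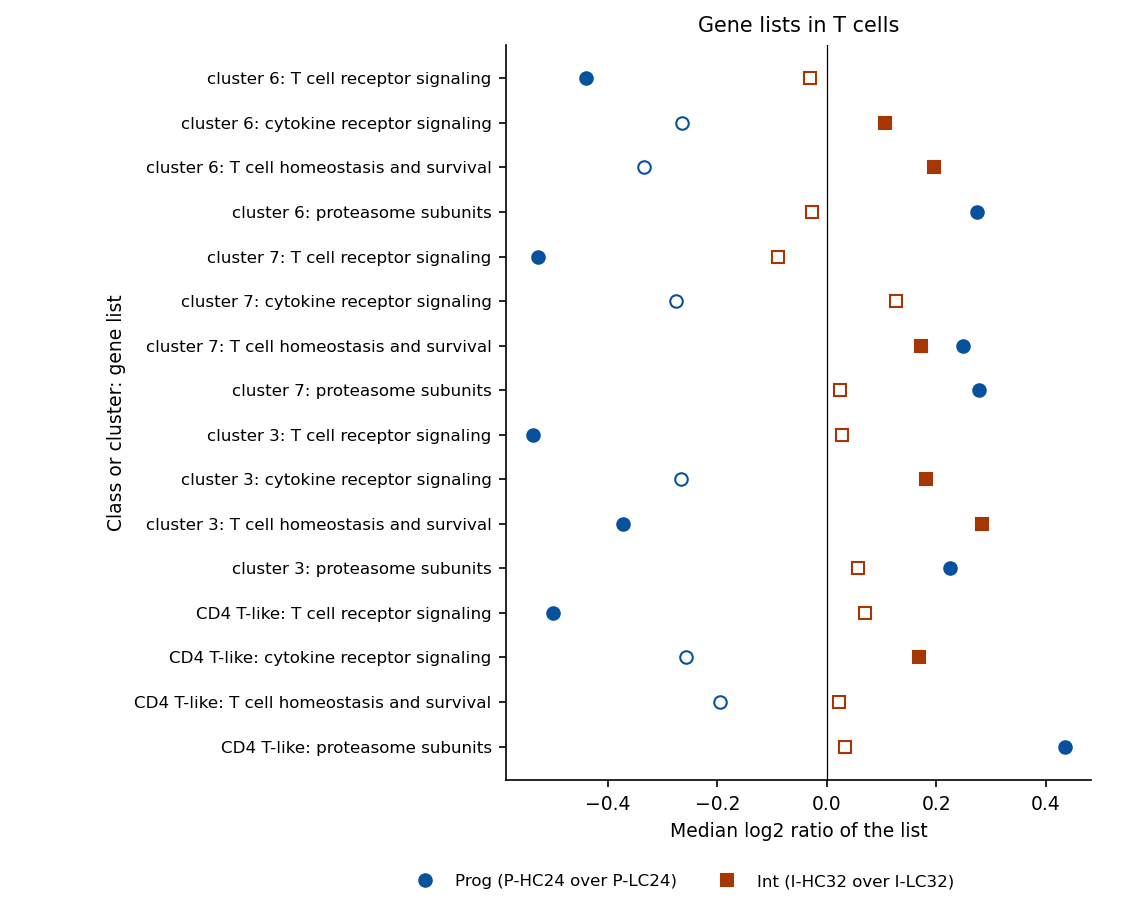
Median log2 ratio (x axis) of each gene list (y axis) in cluster 3, cluster 6, cluster 7 and CD4 T-like cells, with Prog as circles and Int as squares, filled where the list lies in the top or bottom 2.5% of random lists. TCR signaling lies between −0.54 and −0.44 in Prog and between −0.09 and 0.07 in Int.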

In CD8^+^ T cells, high cholesterol activated PTEN regulation, VDR/RXR signaling, and TNFR2 non-canonical NF-kB pathway while downregulating homeostasis-related pathways, such as IL-2 signaling, T cell receptor (TCR) signaling, cell survival, development, and differentiation, and several pro-inflammatory pathways including IL-8 signaling and Th1 response (Figure 4A). 

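Proteasome subunits, which the pathway databases hold under the TNFR2 non-canonical NF-kB pathway, had medians of 0.27 in cluster 6 and 0.28 in cluster 7 in Prog, both above all random lists, with 25 of 33 and 24 of 27 members higher. Psmb1 (ENSMUSG00000014769) had 0.54 (0.38 to 0.69) and 0.31 (0.07 to 0.55). Genes of T cell homeostasis and survival had a median of −0.33 in cluster 6, at percentile 2.85, and of 0.25 in cluster 7, at percentile 97.9, where 7 of 12 members were higher. Their leading members were Bcl2 (ENSMUSG00000057329) with −0.35 (−0.41 to −0.28) in cluster 6 and Ets1 (ENSMUSG00000032035) with −0.32 (−0.46 to −0.19) in cluster 7. Cytokine receptor signaling genes (38 in the list) had medians of −0.26 in cluster 6, at percentile 19.1, and −0.28 in cluster 7, at percentile 39.5. For both classes this lay within the middle of the random lists, whose genes were also lower in P-HC24. In cluster 6, Il7r (ENSMUSG00000003882) had −0.48 (−0.56 to −0.40), and in cluster 7, Jak1 (ENSMUSG00000028530) had −0.18 (−0.34 to −0.01). Cytotoxicity genes had medians of −0.11 in cluster 6, at percentile 65.0, and −0.39 in cluster 7, at percentile 7.04, and Ccl5 had 0.22 (0.19 to 0.25) and −0.47 (−0.50 to −0.45).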

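In Int, T cell homeostasis and survival genes had medians of 0.20 in cluster 6, at percentile 99.8, and of 0.17 in cluster 7, at percentile 98.1, with 8 and 9 of 14 members higher in I-HC32. Bcl2 had 0.46 (0.39 to 0.52) in cluster 6, and Ets1 had 0.24 (0.14 to 0.33) in cluster 7. Cytokine receptor signaling genes had medians of 0.11 in cluster 6, at percentile 98.2, and 0.13 in cluster 7, at percentile 96.5. Il7r had 0.43 (0.35 to 0.52) in cluster 6, and Jak1 had −0.14 (−0.25 to −0.02) in cluster 7. Cytotoxicity genes had a median of −0.21 in cluster 6, at percentile 1.70, and of 0.02 in cluster 7, while Ccl5 had −0.14 (−0.18 to −0.11) and −0.39 (−0.41 to −0.37). The proteasome list had medians of −0.03 and 0.03.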

Dietary intervention upregulated all homeostasis-related pathways as well as several pro-inflammatory cytokine signaling cascades. High cholesterol also upregulated apoptosis, PTEN signaling and regulation, and VDR/RXR activation in CD4^+^ T cells, while downregulating IL-2 signaling, TCR signaling, and CD28 and PKCθ signaling (Figure 4B). 

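In cluster 3, the proteasome list had a median of 0.23 in Prog, above all random lists, with 26 of 34 members higher, and Psmb1 had 0.50 (0.38 to 0.62). In CD4 T-like cells 7 proteasome genes could be compared, with a median of 0.43 at percentile 98.3, and Psmb1 had 0.59 (0.21 to 0.98). T cell homeostasis and survival genes had a median of −0.37 in cluster 3, at percentile 1.95, with 11 of 14 members lower, and Foxp1 (ENSMUSG00000030067) had −0.63 (−0.69 to −0.58). In CD4 T-like cells their median was −0.20 at percentile 34.4, and Il7r had −0.21 (−0.40 to −0.01). The cytokine receptor signaling list had medians of −0.27 in cluster 3, at percentile 29.2, and −0.26 in CD4 T-like cells, at percentile 30.8. Immediate early genes had a median of 0.31 in cluster 3, above all random lists. No list was written for apoptosis, VDR/RXR activation, or CD28 and PKCθ signaling.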

Cholesterol reduction normalized or upregulated homeostasis-related pathways and activated pathways involved in cell viability, the NAFLD signaling pathway, and the Th2 response.

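In Int, T cell homeostasis and survival genes had a median of 0.28 in cluster 3, at percentile 99.8, with 10 of 14 members higher, although Foxp1 had −0.16 (−0.21 to −0.11). In CD4 T-like cells their median was 0.02 at percentile 70.5, and Ets1 had 0.16 (0.05 to 0.28). Cytokine receptor signaling genes had medians of 0.18 in cluster 3, at percentile 99.1, and 0.17 in CD4 T-like cells, at percentile 98.7. Il7r had 0.57 (0.50 to 0.63) in cluster 3 and 0.24 (0.12 to 0.36) in CD4 T-like cells. The proteasome list had medians of 0.06 in cluster 3 and 0.03 in CD4 T-like cells, and immediate early genes had a median of −0.09 in cluster 3. The libraries gave 169 CD4 T-like cells in I-LC32 and 187 in I-HC32.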

**Figure 4:**
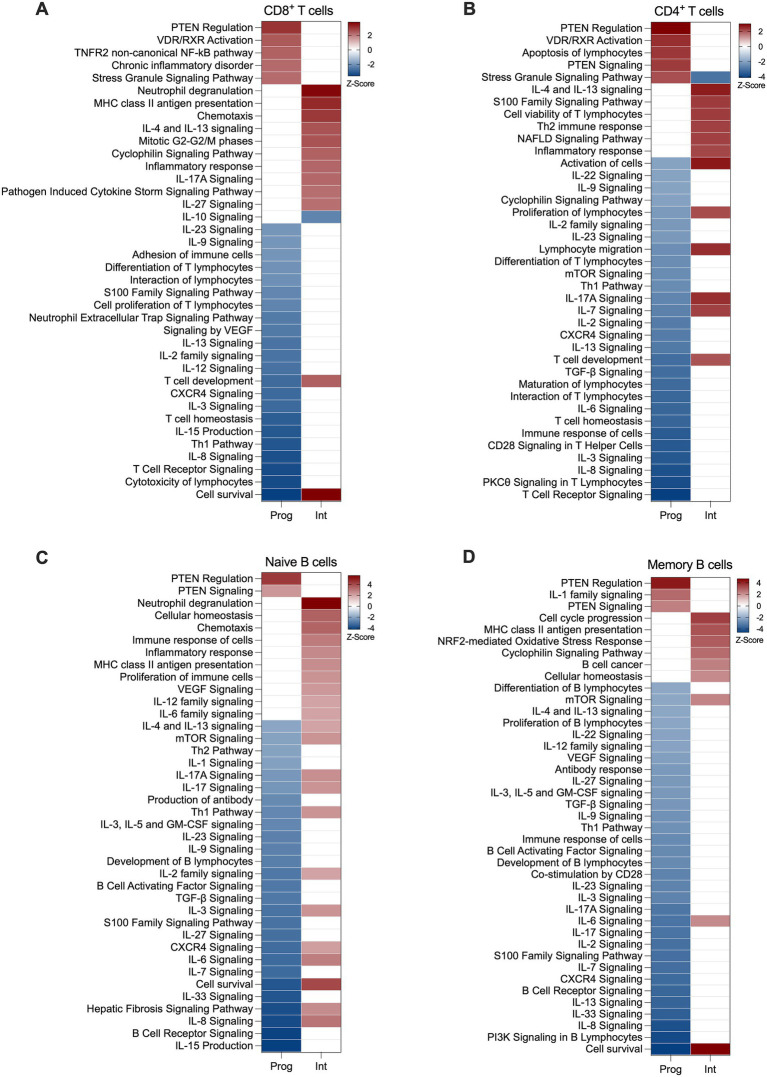
Dynamic remodeling of hepatic adaptive immune cell transcriptomes during disease progression and dietary intervention. The FPC high-cholesterol diet negatively impacted immune-related pathways in CD8^+^ T cells **(A)**, CD4^+^ T cells **(B)**, naïve B cells **(C)**, and memory B cells **(D)**. Cholesterol removal normalized adaptive immune cell transcriptomes and upregulated several inflammatory pathways. Pathways and biological processes identification were performed using Ingenuity Pathway Analysis (IPA). Prog: Progression phase; Int: Intervention phase.

Naïve and memory B cells showed similar pathway modulation patterns (Figures 4C,D). 

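The B cell receptor signaling list (26 genes) had medians in Prog of −0.36 in naive B-like cells, at percentile 1.94, and of −0.27 in memory B-like cells, at percentile 18.7, with 24 of 26 and 21 of 25 members lower. In Int the medians were −0.09 and −0.07, at percentiles 4.49 and 12.2. Bank1 (ENSMUSG00000037922) had −0.79 (−0.81 to −0.77) in Prog and −0.06 (−0.08 to −0.04) in Int in naive B-like cells, and −0.17 (−0.18 to −0.15) in Int in memory B-like cells. In memory B-like cells in Prog the member with the highest mean CPM was Cd79a (ENSMUSG00000003379), with 0.39 (0.37 to 0.42). Against random lists matched on gene length, the list lay at percentile 9.4 in naive B-like cells and 69.1 in memory B-like cells in Prog. With doublets left in, its Prog median in naive B-like cells was −0.34, and it no longer lay in the bottom 2.5% of random lists. Whether the 2 B cell classes differ was not tested.

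**Figure D6:**
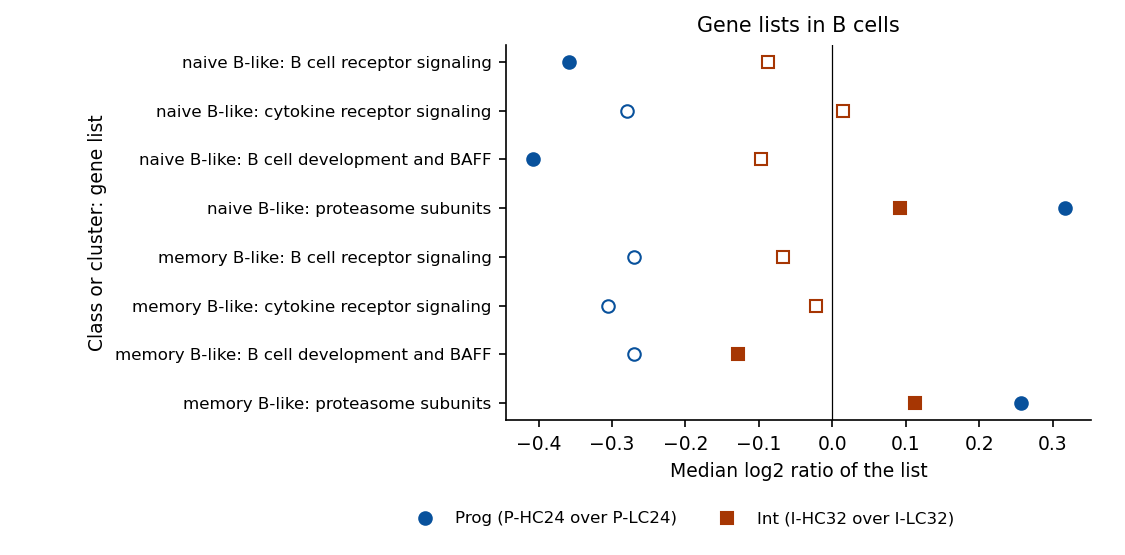
Median log2 ratio (x axis) of each gene list (y axis) in naive B-like and memory B-like cells, with Prog as circles and Int as squares, filled where the list lies in the top or bottom 2.5% of random lists. B cell receptor signaling has −0.36 and −0.27 in Prog and −0.09 and −0.07 in Int.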

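Proteasome subunits had medians of 0.32 in naive B-like cells and 0.26 in memory B-like cells in Prog, both above all random lists. Psmb1 had 0.48 (0.40 to 0.55) and 0.38 (0.30 to 0.45). The list of B cell development and B cell activating factor (BAFF) genes had medians of −0.41 in naive B-like cells, at percentile 0.65, and −0.27 in memory B-like cells, at percentile 23.1, with 16 and 19 of 20 members lower. Ebf1 (ENSMUSG00000057098) had −0.39 (−0.41 to −0.37) and −0.40 (−0.43 to −0.37). Cytokine receptor signaling genes had medians of −0.28 at percentile 17.1 and −0.31 at percentile 9.0, while all compared genes had medians of −0.18 and −0.19 in these classes. Grb2 (ENSMUSG00000059923) had −0.19 (−0.25 to −0.12) in memory B-like cells.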

During the progression phase, both B cell populations demonstrated upregulation of PTEN regulation, and strong downregulation of IL-8, IL-7, IL-9, IL-27 signaling, CXCR4 signaling, B cell receptor signaling, B cell activating factor signaling, B cell development, and the Th1 pathway, among others. 

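In Int, B cell development and BAFF genes had medians of −0.10 in naive B-like cells, at percentile 2.85, and −0.13 in memory B-like cells, at percentile 0.78, with 14 of 20 members lower in both. Ebf1 had −0.14 (−0.16 to −0.12) and −0.19 (−0.21 to −0.17). Cytokine receptor signaling genes had medians of 0.01 and −0.02, at percentiles 65.3 and 20.7. Jak1 had −0.10 (−0.16 to −0.05) in naive B-like cells, and Grb2 had 0.01 (−0.03 to 0.05) in memory B-like cells. The proteasome list had medians of 0.09 at percentile 98.9 and 0.11 at percentile 99.8, with 28 and 30 of 34 members higher. Psmb1 had 0.08 (0.01 to 0.14) and 0.11 (0.06 to 0.16).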

In the intervention phase, most of these pathways normalized or were upregulated. 

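Cluster 4, set beside the plasmablasts, was 4.24% (3.68–4.85) of the immune cells in P-LC24, 4.03% (3.56–4.54) in P-HC24, 7.46% (6.84–8.11) in I-LC32 and 3.41% (2.99–3.87) in I-HC32. Its leading genes are lambda light chain genes, and when immunoglobulin and T-cell receptor genes were left out of the clustering, a setting chosen after seeing the data, no such cluster formed. Jchain, a plasmablast marker, had a UMI in 0.498% (0.0126–2.74), 1.55% (0.424–3.92), 2.01% (0.967–3.66) and 2.61% (0.963–5.59) of its cells, and in 2.09%, 2.18%, 1.58% and 2.07% of memory B-like cells. Median depths were 5206, 5461, 10253.5 and 8597 UMIs in cluster 4 and 11687, 11838, 11965 and 12130 in memory B-like cells. More lambda than kappa light chain UMIs were found in 66.7% (59.7–73.1), 60.5% (54.2–66.5), 87.1% (83.9–90.0) and 63.0% (56.5–69.3) of the cells. More switched than IgM UMIs were found in 2 of 498 cells of I-LC32 and in none of 201, 258 and 230 cells of the other libraries, which allows a share of up to 1.49%, 1.16% and 1.3%. A cell was given a V gene from 3 UMIs, if it had at least 2 times as many as of the next. In I-LC32, 26 of 33 cells with a kappa V gene had Igkv6-29 (78.8%, 61.1–91.0), whereas the leading kappa V gene was found in 2 of 8 cells of P-LC24, 2 of 8 of P-HC24 and 1 of 5 of I-HC32. Heavy chain V genes were given to 3, 6, 3 and 0 cells, too few for a share. The oxidative phosphorylation list had medians of 0.15 in Prog and −0.22 in Int in cluster 4, and heat shock genes had a median of 0.67 in Int.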

Plasmablasts exhibited only weak pathway enrichment (data not shown).

## 4 Discussion

Traditional assays used in animal studies, such as bulk RNA-seq and fluorescence-activated cell sorting (FACS), typically require terminal sampling procedures to obtain large amounts of tissue and often demand a substantial number of animals per experimental condition. Here, we demonstrate that image-guided fine-needle aspiration (FNA), coupled with single-cell RNA sequencing (scRNA-seq), offers a safe and powerful non-terminal sampling method that overcomes these limitations in MASLD and MASH animal studies. This approach is minimally invasive and enabled the longitudinal characterization of disease trajectories at single-cell resolution using significantly fewer animals, while allowing both identification and transcriptomic profiling of hepatic immune cell populations. All mice undergoing repeated sampling fully recovered without complications, and the method consistently yielded a robust number of viable cells suitable for single-cell transcriptomics.

We investigated the utility of this approach to assess the impact of dietary cholesterol on hepatic immune cells during MASH progression in a model of diet-induced MASH. Although histological assessment did not reveal significant differences in disease severity among the groups (Supplementary Table 1), we were able to comprehensively characterize the hepatic innate and adaptive immune landscapes during MASH progression and after dietary intervention. Our findings are consistent with the existing MASLD literature, particularly regarding monocytes and Kupffer cells (KCs), which are well-established contributors to MASLD pathogenesis (13, 22, 23). KCs, the liver-resident macrophages, can display two major phenotypes: pro-inflammatory (or M1) and anti-inflammatory/tissue remodeling (or M2). Steatosis and consequent liver injury modify the M1/M2 balance, advancing hepatic chronic inflammation (steatohepatitis) (24). Monocytes are commonly recruited to the liver during inflammation when the KC pool is depleted, maturing into monocyte-derived macrophages that secrete large amounts of pro-inflammatory mediators, and contribute to steatohepatitis and fibrosis progression (24). Previously, we have shown that prolonged high cholesterol intake combined with a high-fat diet increases hepatic inflammation, elevates the numbers of pro-inflammatory infiltrating macrophages, and leads to a dysfunctional M2 Kupffer cell population with pro-fibrotic traits (13, 22). Our results using the FNA-scRNA-seq approach support that high cholesterol intake induces strong activation of the inflammatory pathway in Kupffer cells and monocytes during MASH progression, many of which normalize following dietary intervention.

Conversely, the role of adaptive immune cells in MASLD is relatively underexplored, but growing evidence suggests that they are essential for MASLD development. T cell subsets have a complex role in MASH pathogenesis, in which they may exacerbate liver inflammation, leading to hepatocyte damage and fibrosis (25). Intrahepatic B cells can be found in higher numbers in MASH patients and in mice fed a high-fat diet, and may contribute to MASLD-to-MASH progression through multiple mechanisms, including interaction with T cells, activation of hepatic stellate cells (HSC) and KCs, and secretion of antibodies, and pro-inflammatory and pro-fibrotic factors (26). We observed that T and B cells exhibited greater transcriptomic plasticity, with high cholesterol intake inhibiting multiple homeostatic pathways during disease progression. Dietary cholesterol reduction led to substantial reactivation of the same pathways.

Our approach enabled simultaneous transcriptomic profiling of adaptive and innate immune cells, and our findings highlight the distinct temporal sensitivities of innate and adaptive immune compartments, which can often be masked in traditional cross-sectional designs. A major limitation of this framework is that not all immune cell types were identified in our datasets. Although we detected a few neutrophils, we could not detect a considerable number of other granulocytes. These cells have a short lifespan ex vivo and are particularly sensitive to tissue digestion, which can lead them to activation or apoptosis (27). On the other hand, we detected an unusually high proportion of B cells compared to myeloid cells (28, 29). 

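Neutrophil-like cells were 123 in P-LC24, 124 in P-HC24, 32 in I-LC32 and 54 in I-HC32, with median depths of 4334, 4039, 2561.5 and 5328 UMIs. The 54 cells were mixed, with a UMI of S100a8 in 22 and of Cd79a in 31. Basophil-like cells were 18, 34, 27 and 16, or 0.379% (0.225–0.599), 0.531% (0.368–0.741), 0.404% (0.267–0.588) and 0.237% (0.136–0.385) of the immune cells. Mcpt8, a basophil marker, had a UMI in 9, 16, 20 and 1 of these cells, and Cma1, a mast cell gene, in 2, 19, 3 and 15. A list of 6 mast cell genes, written after the leading genes had been seen, had 6585, 41846, 3169 and 86801 CPM in the basophil-like cells and 26.1, 80.9, 31.7 and 128 CPM in naive B-like cells. Of its genes, Cpa3 and Hdc are also basophil markers, and 4 lead the basophil-like cluster. No cluster was named for eosinophils, for which no marker list was written.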

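Myeloid cells (cluster 5, monocyte-like cells, cluster 13, neutrophil-like and basophil-like cells) were 8.47% (7.69–9.30) of the immune cells in P-LC24, 13.6% (12.8–14.5) in P-HC24, 6.63% (6.05–7.26) in I-LC32 and 13.3% (12.5–14.1) in I-HC32. The 3107, 4374, 4556 and 4704 B cells compare with 402, 874, 443 and 894 myeloid cells. Memory B-like cells and cluster 5 together were 14.8% (13.8–15.9), 32.9% (31.7–34.0), 23.8% (22.8–24.9) and 43.7% (42.5–44.9) of the immune cells. Transcripts of the B-1 list were at 1183 CPM in memory B-like cells of I-LC32 and 1362 in I-HC32, and Ighv11-2 held 22.8% (19.1–26.8) and 27.2% (23.9–30.6) of their heavy-chain V gene UMIs.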

Although intrahepatic B-cell accumulation has been reported in experimental models of MASH and may be associated with disease progression (26), their abundance may also have been influenced by other factors, such as the non-parenchymal cell (NPC) isolation method. Additionally, we were unable to detect other NPC populations potentially involved in MASLD-to-MASH progression, such as liver sinusoidal endothelial cells (LSECs) (30) and HSCs (31). Together, these biases in cell recovery may have affected downstream gene expression analyses. 

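Of 6 LSEC markers (Stab2, Clec4g, Kdr, Ptprb, Pecam1 and Lyve1), Pecam1 was the only one detected in at least 25% of the cells of any of the 20 clusters, and it was detected in B cell, T cell and monocyte-like clusters as well. None of 6 HSC markers (Dcn, Col1a1, Col3a1, Lrat, Reln and Pdgfrb) was detected at that level in any of the 20 clusters. Stab2 had a UMI in 21 of 4930 kept cells of P-LC24, 14 of 6532 of P-HC24, 21 of 6977 of I-LC32 and 18 of 6919 of I-HC32. Over all barcodes it had 136 UMIs in P-LC24, and 19, 30 and 24 in the other libraries. Ptprb had a UMI in 15 kept cells of P-LC24, 2 of P-HC24, 1 of I-LC32 and none of I-HC32.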

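The comparison of all kept cells was repeated with every class at the same weight in all libraries, a setting chosen after seeing the data. Genes higher in I-HC32 then fell to 7.56% of the compared genes and genes lower to 5.86%. The share of genes past 1.2-fold that were higher was 21.3% in Prog and 56.4% in Int. The Spearman correlation between the ratios of the 2 comparisons, across genes, was 0.19 in place of 0.56, and 67 and 215 genes were higher or lower in both. Of the genes that changed direction, 31 were higher then lower and 131 lower then higher. All 20 of the genes that were higher then lower with the cells as recovered, and 87 of the 89 that were lower then higher, kept both directions, and 15 and 42 of them stayed past 1.2-fold in both comparisons. With each cell thinned to 3000 UMIs, the share of higher genes was 26.4% in Prog and 58.8% in Int, with 285, 225, 322 and 321 shallower cells left out.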

The unbalanced representation of hepatic cell populations also limits the interpretation of the global gene expression comparisons, as changes in transcript abundance may be driven, at least in part, by the relative cell-type composition of the samples. This highlights the importance of incorporating scRNA-seq approaches to resolve cell-type-specific transcriptomic changes and provide a more comprehensive characterization of the samples. While we cannot determine the exact source of the observed cell enrichment or depletion, we believe that the liver tissue dissociation method used for NPC isolation may have contributed to the observed cell composition rather than the FNA procedure itself. Previous studies have shown that liver tissue dissociation methods can affect the composition of recovered cell populations, particularly when comparing *ex vivo* digestion and *in vivo* liver perfusion (32), indicating that cell ratios obtained from single-cell analyses do not necessarily reflect the true cellular composition of the liver. This limitation may be addressed by optimizing tissue digestion protocols and/or applying complementary transcriptomic approaches, such as single-nucleus RNA sequencing. Another limitation was the need to pool samples to obtain sufficient numbers of high-quality cells for scRNA-seq. Dissociation of samples from individual animals resulted in poor cell yield. Future implementations incorporating sample barcoding prior to pooling would enable *post hoc* demultiplexing and inclusion of biological replicates (12). Despite these limitations, our results position the FNA-scRNA-seq framework as a versatile and scalable platform for longitudinal immune profiling in preclinical MASH studies. This approach could be readily expanded to evaluate therapeutic responses, capture early disease events, and enable temporal mapping of pathway rewiring across diverse liver-resident immune-stromal interactions.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE320221.

# Supplementary material for: Integrating fine needle aspiration and single-cell RNA sequencing for studying metabolic dysfunction-associated steatotic liver disease
**Source:** Front Med (Lausanne). 2026 Jul 20;13:1817738. doi: 10.3389/fmed.2026.1817738
**Supplement:** Supplementary file 1

Integrating fine needle aspiration and single-cell RNA sequencing for studying metabolic dysfunction-associated steatotic liver disease

Matthew P. Salomon^1&^, Lucy Golden-Mason^2&^, Ivetta Vorobyova^3^, Gary C. Kanel^4^, Yufen Wang^2^, Daphne Wong^1^, Ana C. Maretti-Mira^2*^

^&^Joint First Authors

**Content List:**

Supplementary Table 1

Supplementary Table 2

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

| **Supplementary Table 1: Histological findings** | | | | |
| --- | --- | --- | --- | --- |
| **Sub-group** | **Replicate** | **Macrovesicular Steatosis** | **Lobular**  **Inflammation** | **Fibrosis** |
| P-LC24 | 1 | 4 | 1 | 2 |
|  | 2 | 4 | 1 | 2 |
| P-HC24 | 1 | 4 | 2 | 2 |
|  | 2 | 4 | 1 | 1 |
| I-LC32 | 1 | 4 | 2 | 2 |
|  | 2 | 4 | 2 | 2 |
|  | 3 | 4 | 1 | 2 |
| I-HC32 | 1 | 4 | 1 | 2 |
|  | 2 | 4 | 1 | 2 |
|  | 3 | 4 | 2 | 2 |
| Parameters used for analysis: Steatosis:  0: None  <1+: less than 5% of hepatocytes  1+: 5-25%  2+: 26-50%  3+: 51-75%  4+: >75%  Lobular inflammation (clusters, 20x):  0: None  1+: <2 foci  2+: 2-4 foci  3+: >4 foci  Fibrosis:                0: None                1: Perisinusoidal or periportal                1a: Mild, zone 3, perisinusoidal                1b: Moderate, zone 3, perisinusoidal                1c: Portal/periportal                2: Perisinusoidal and portal/periportal                3: Bridging fibrosis                4: Cirrhosis | | | | |

| **Supplementary Table 2: Number of viable cells recovered from FNA biopsies** | | | | |
| --- | --- | --- | --- | --- |
| **Phase** | **Sub-group** | **Diet** | **# cells** | **Viability** |
| Progression | P-LC24 | FPC + 0.05% Chol – 24wk | 49,200 | 100% |
|  | P-HC24 | FPC + 1.2% Chol – 24wk | 559,000 | 100% |
| Intervention | I-LC32 | FPC + 0.05% Chol – 24wk  FPC + 0.05% Chol – 8wk | 137,000 | 90% |
|  | I-HC32 | FPC + 1.2% Chol – 24wk  FPC + 0.05% Chol – 8wk | 206,850 | 93% |

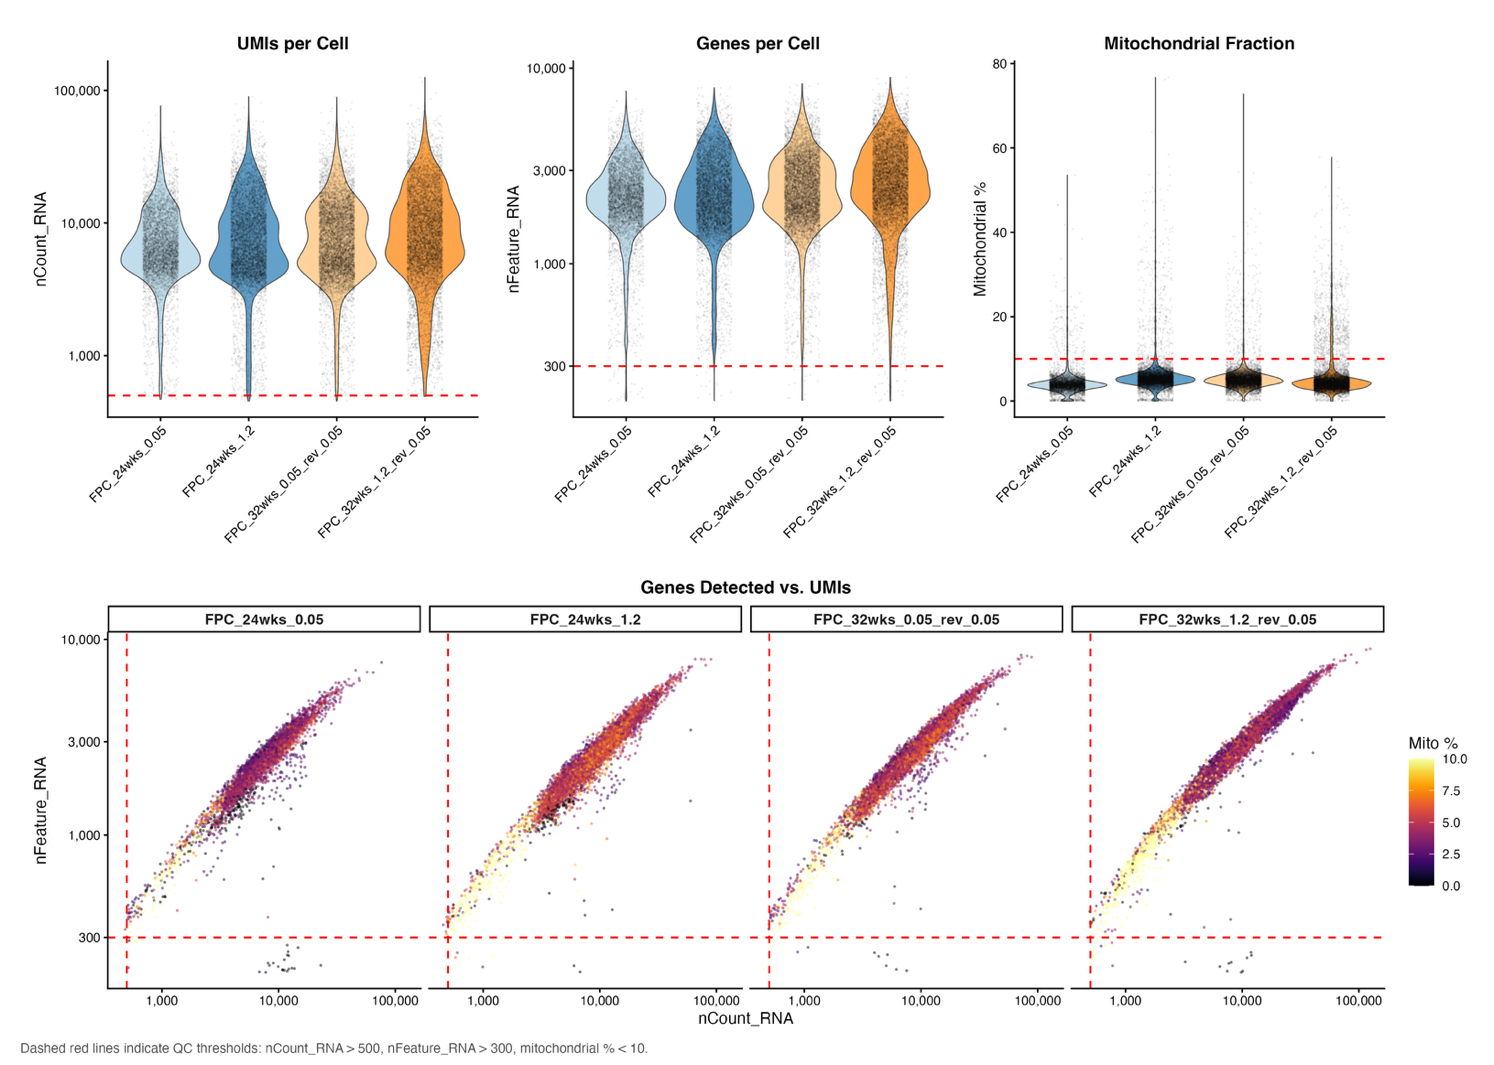

**Supplementary Figure 1. Quality control thresholds applied during raw bioinformatic data processing.** Low-quality cells were defined as those with fewer than 500 UMIs, fewer than 300 detected genes, or more than 10% mitochondrial reads, and were excluded from further analysis. Genes detected in fewer than three cells were also removed from the datasets. Red dotted lines indicate the applied thresholds.

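The thresholds act on different kinds of barcodes. A low number of detected genes marks droplets with few kinds of transcripts, and a high mitochondrial share marks cells that lost cytoplasmic RNA. In the counts, barcodes with fewer than 300 genes were not shallow, with medians of 5370 UMIs in P-LC24, 5736 in P-HC24, 4697.5 in I-LC32 and 3716 in I-HC32. Haemoglobin genes held a median of 96.8%, 96.5%, 97.2% and 95.2% of their UMIs, and haemoglobin made up more than 50% of the UMIs in 99.6%, 97.6%, 99.3% and 93.0% of them.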

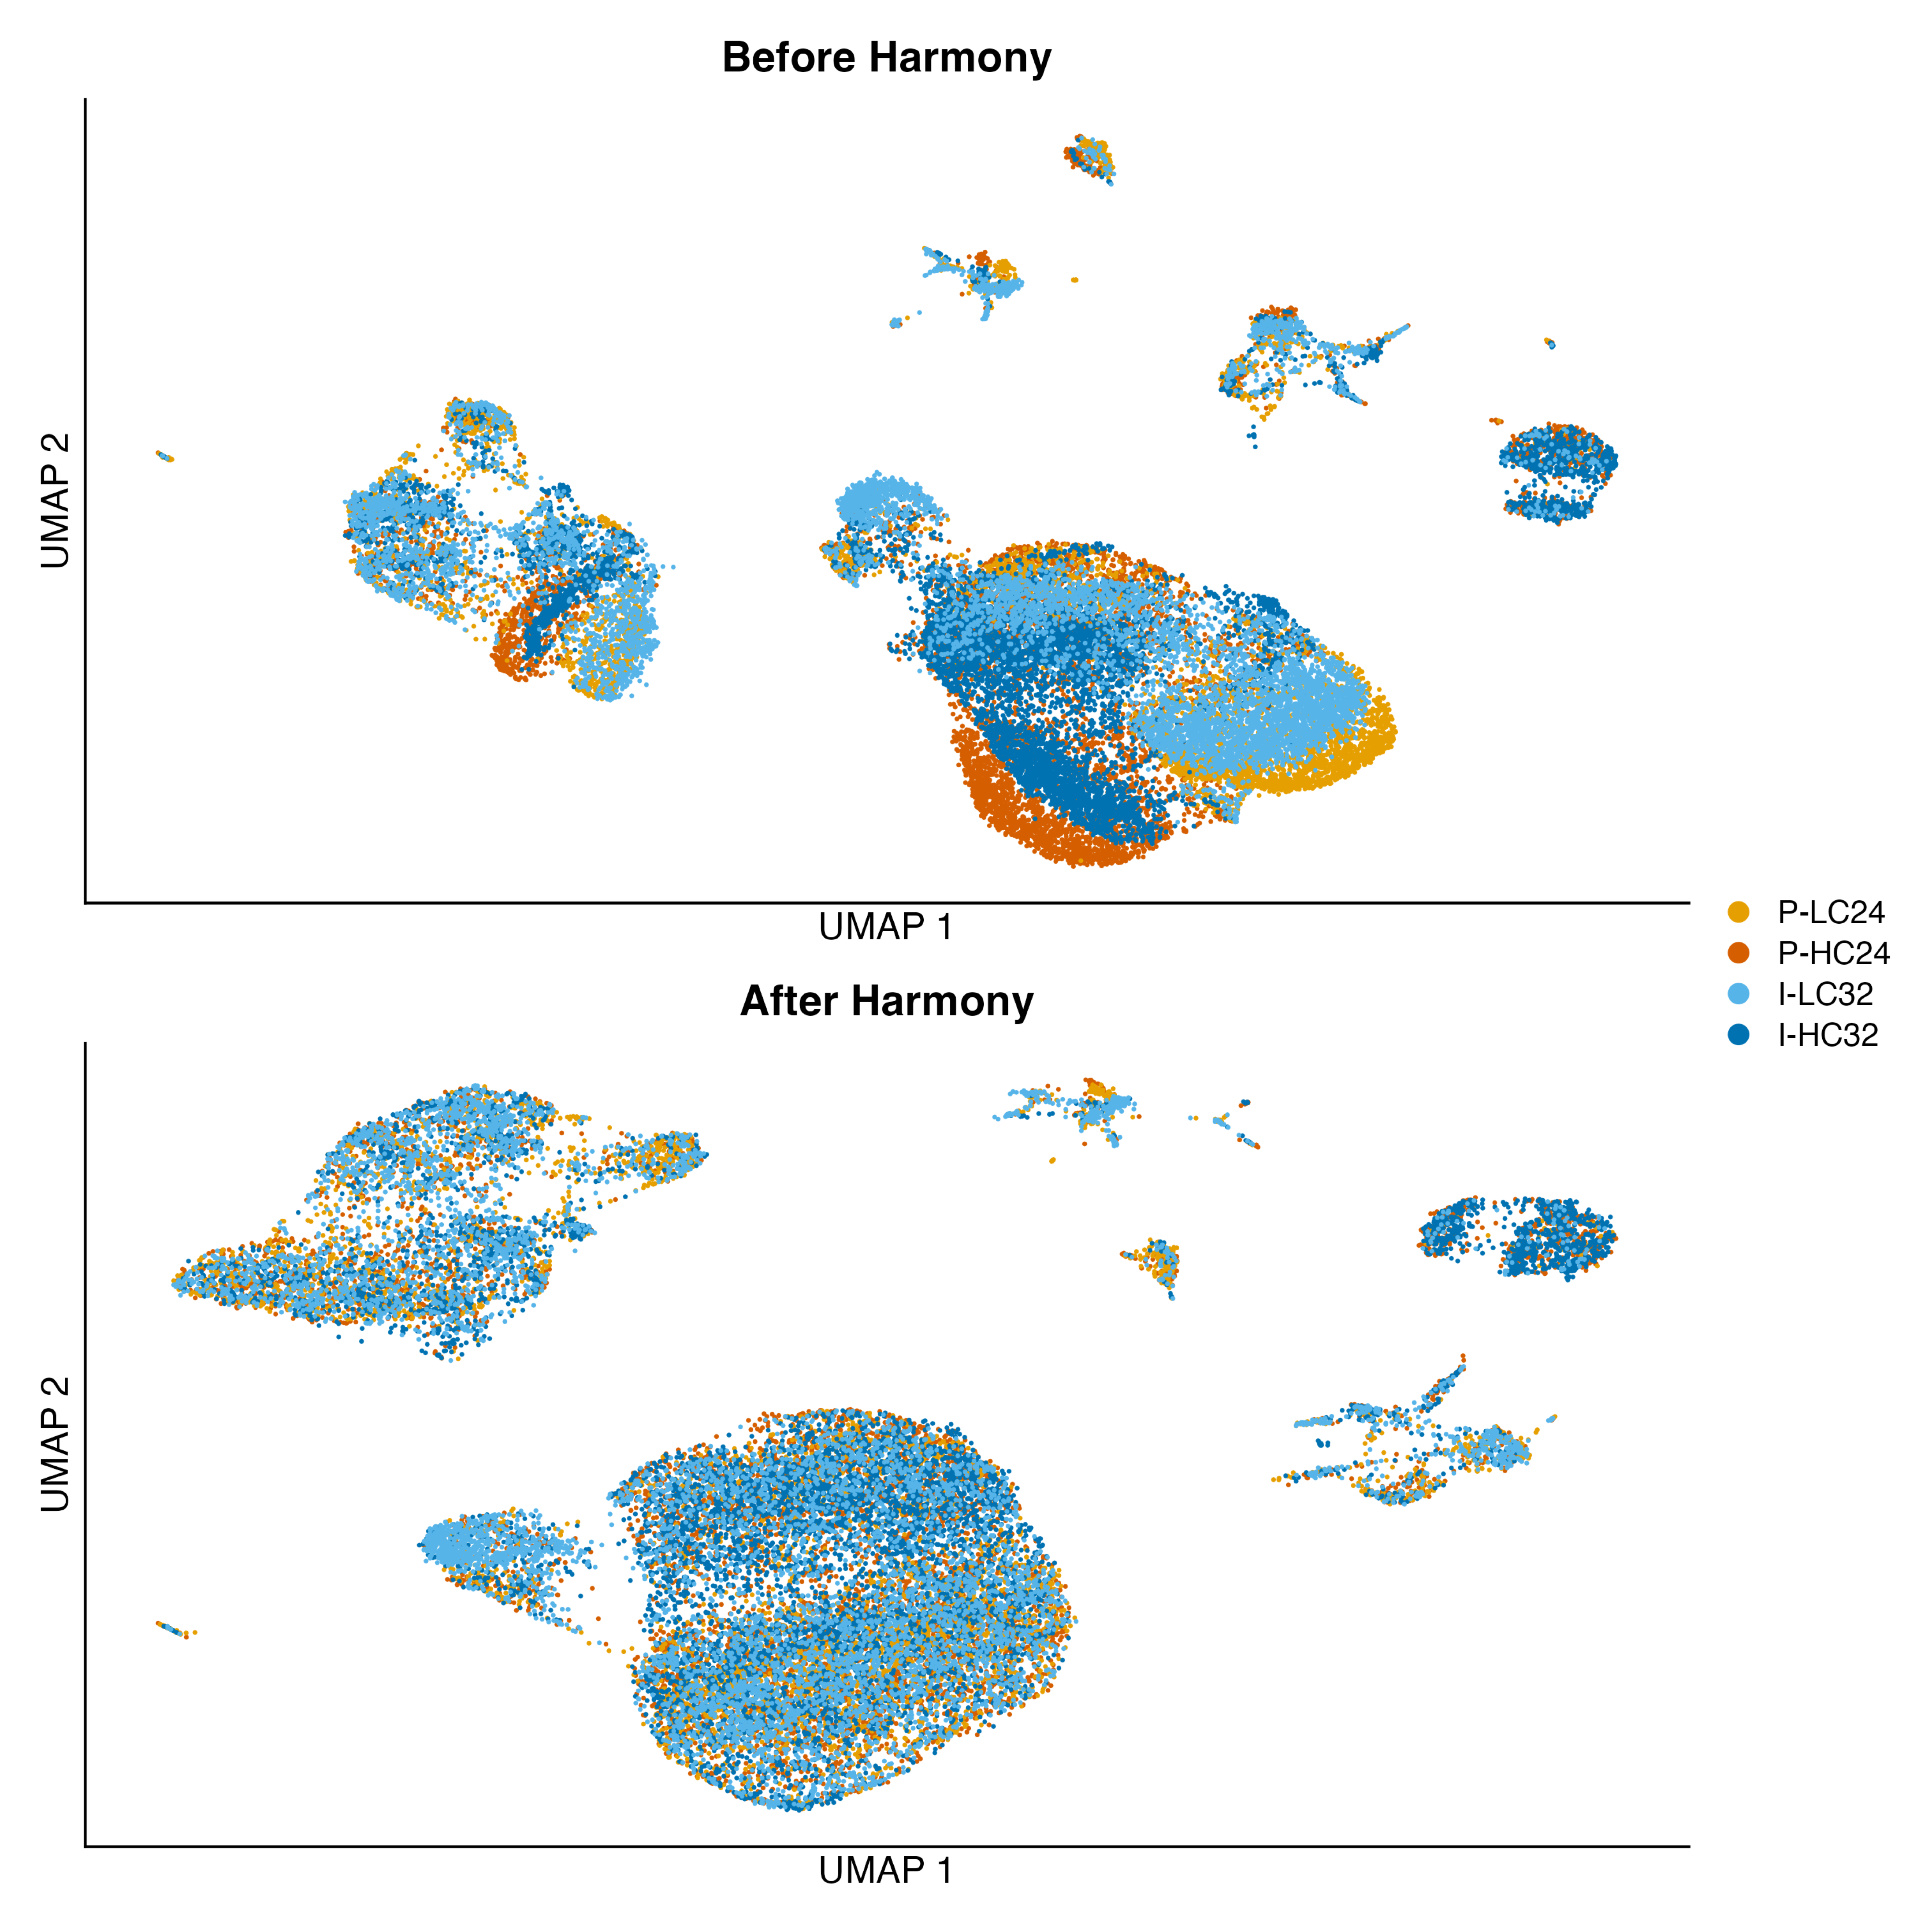

**Supplementary Figure 2. Harmony dataset integration.** Harmony integration was performed on the principal component embedding with each scRNA-seq library treated as a separate batch to correct the library-level technical variation across the four samples. No biological covariates were included in the correction. Integration performance was assessed by comparing UMAP embeddings before and after Harmony, colored by condition.
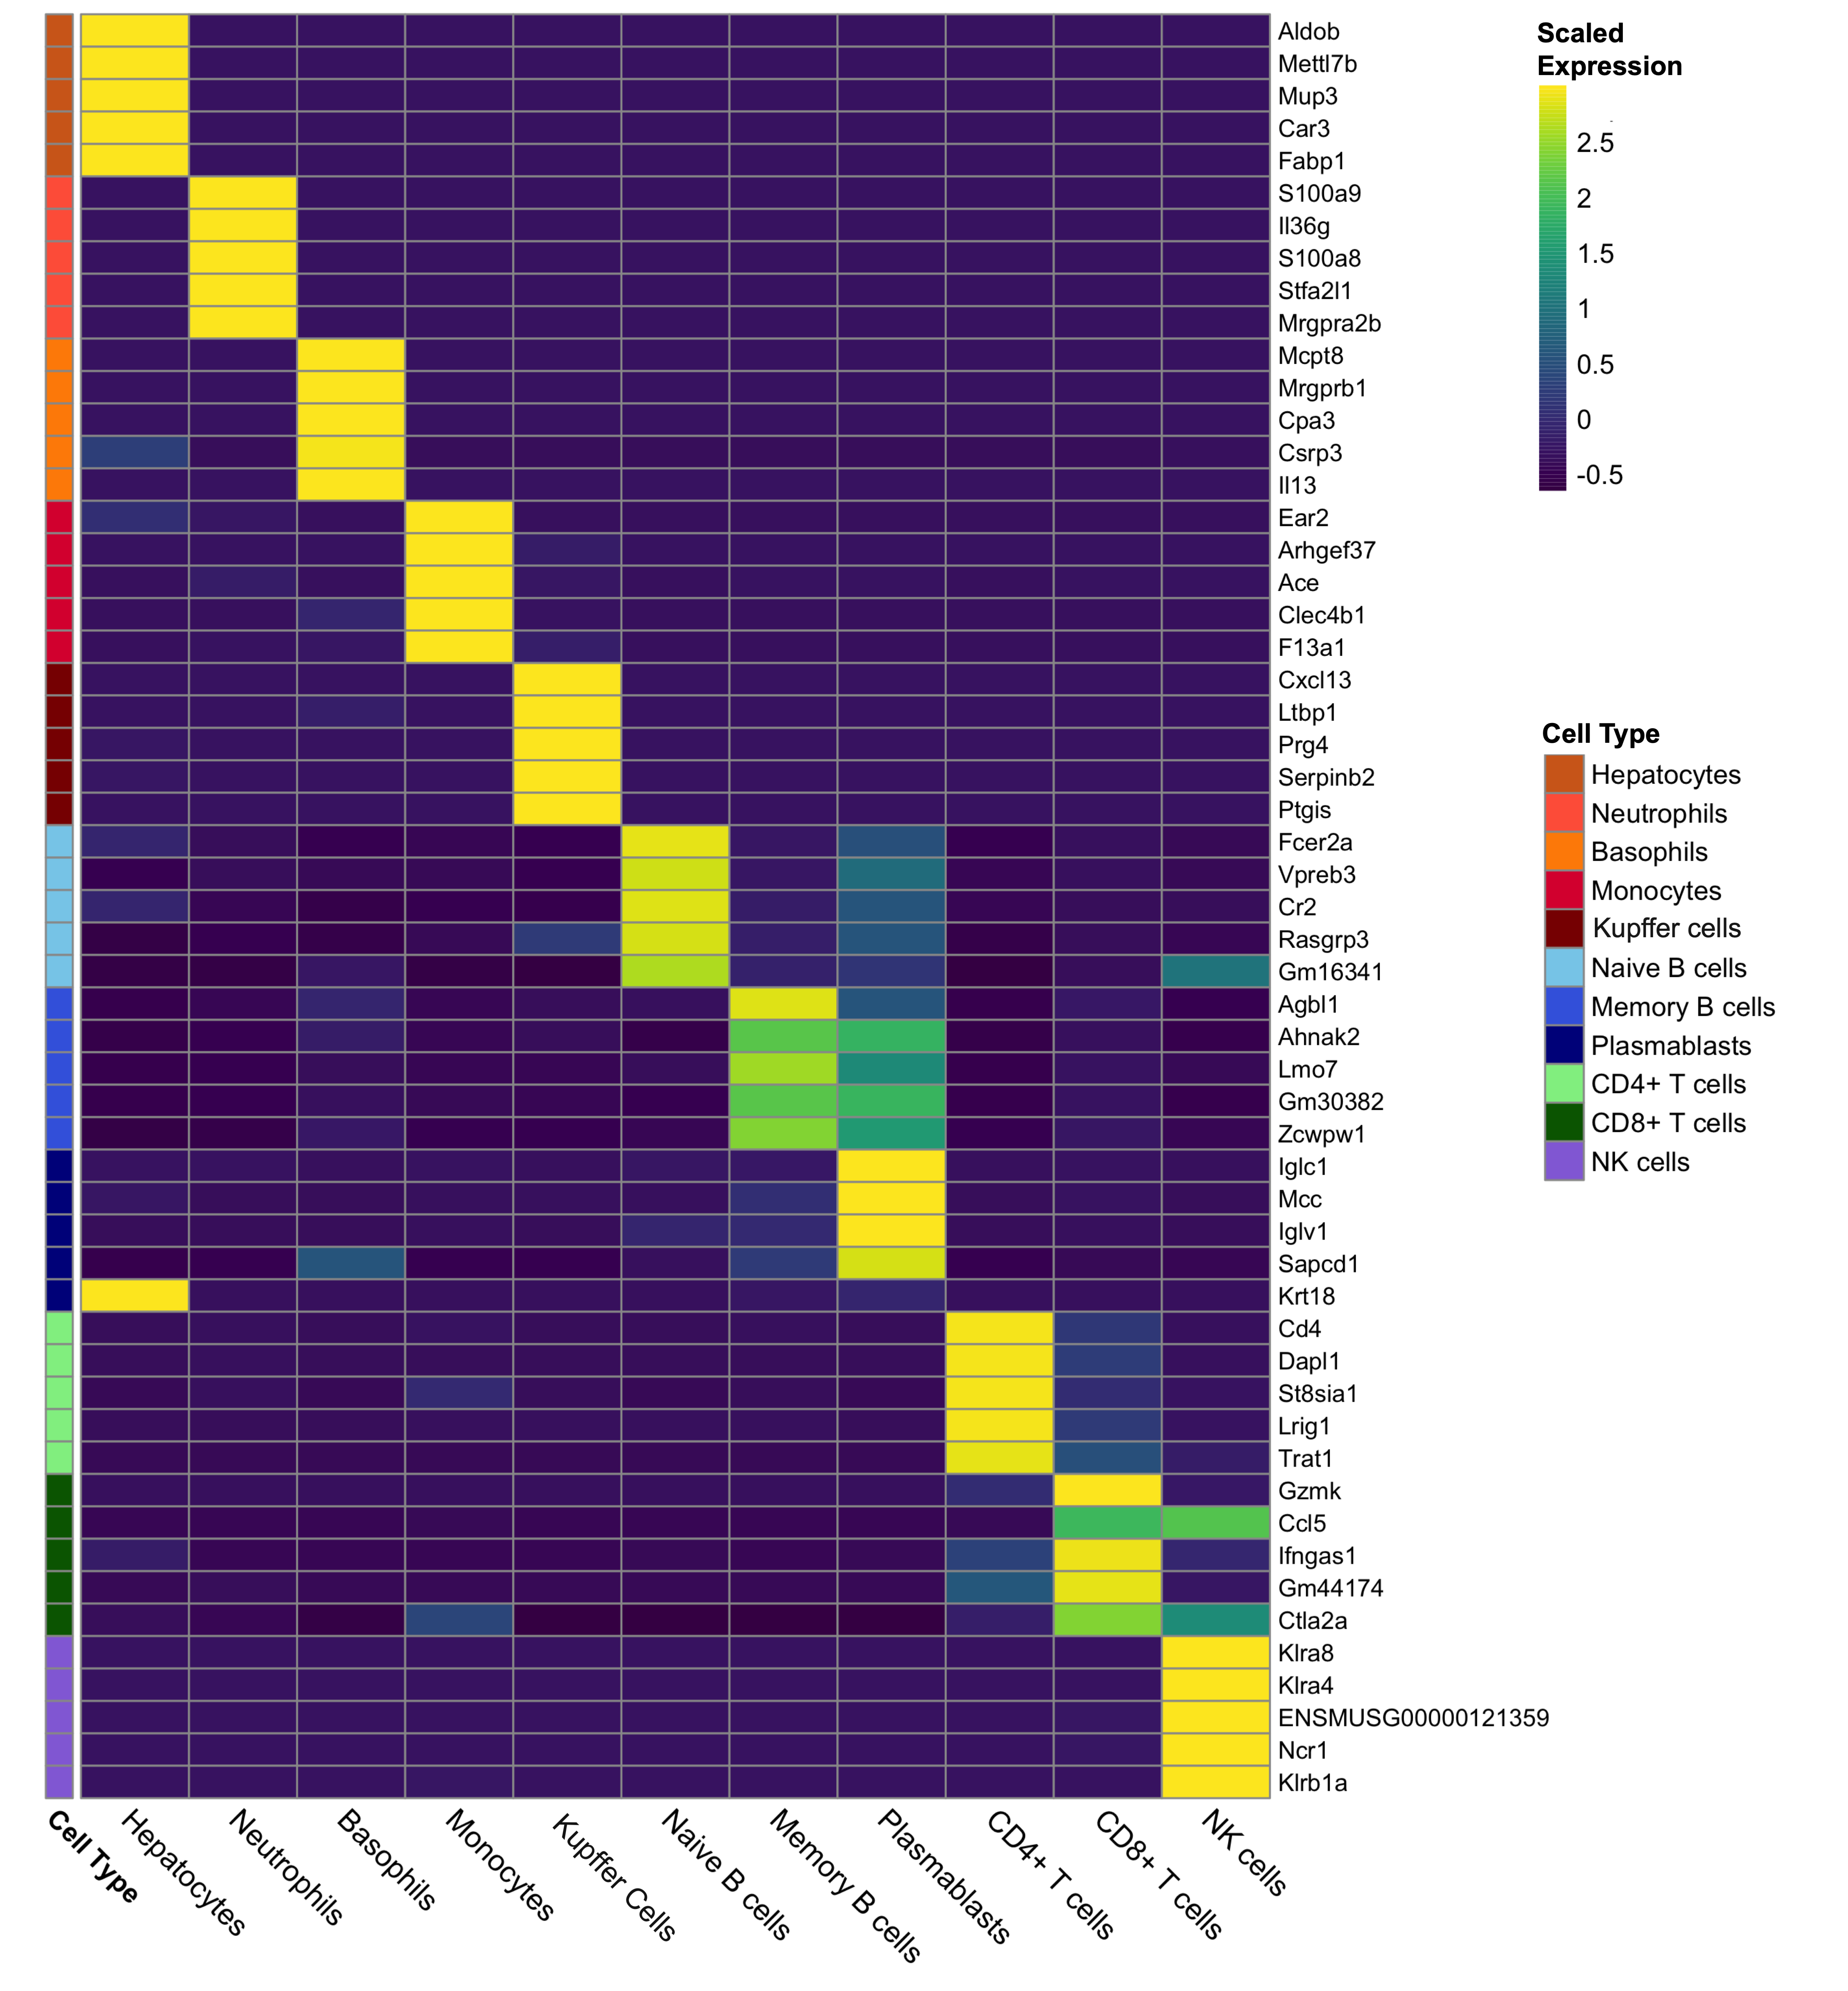

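Harmony moves cells in the space of the principal components until the libraries are mixed within groups of similar cells, which makes clusters comparable between libraries. It can also remove differences between conditions, because here each condition is a library. A version of it written out from its published steps was used. On simulated data of 4 groups of cells in 2 libraries with a library effect, 82.6% of a cell's nearest neighbours came from its own library before the correction and 55.8% after it, where full mixing gives 55.6%. In clusters of the deposited data made without it, 41 of 60 class shares and differences stayed within their intervals, and the memory B-like share differed by 13.4 percentage points at week 24 and 18.5 at week 32.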

**Supplementary Figure 3. 

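A marker gene is one whose transcripts are common in one cell type and rare in the others, so its level across clusters is used to name them. In droplet data, RNA that leaked from broken cells adds some UMIs of abundant genes to every cell. From B cell genes in T, NK and myeloid cells, the share of such free RNA was estimated as 2.32% of the UMIs of P-LC24, 4.04% of P-HC24, 3.75% of I-LC32 and 5.01% of I-HC32. Cd80, a memory B cell marker, had a UMI in 53.5%, 54.8%, 52.1% and 62.5% of memory B-like cells and in 1.16%, 2.84%, 2.80% and 6.36% of naive B-like cells, whose median depths were 5210, 4929, 4851 and 5565 UMIs.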

Canonical marker genes used for cell annotation.** Cell types were manually annotated by examining the expression of canonical marker genes across each cluster.

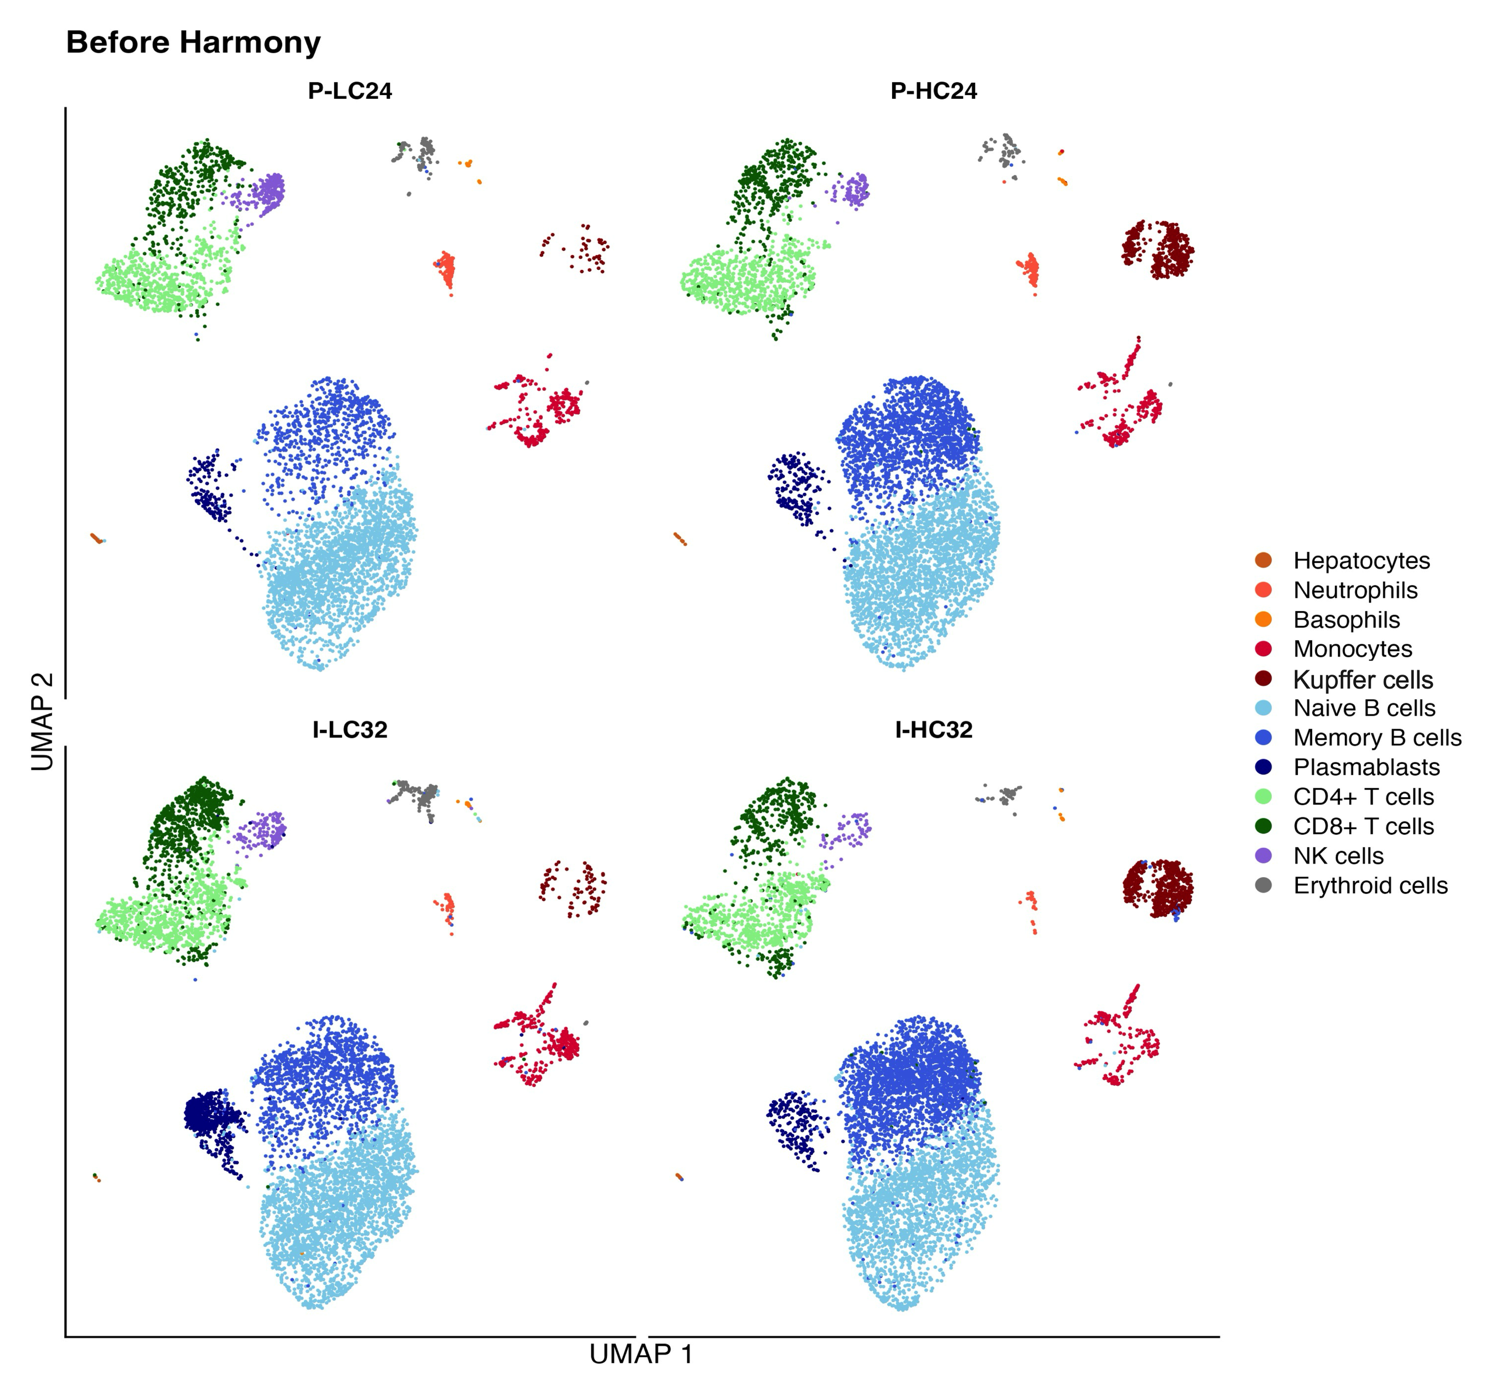

**Supplementary Figure 4. UMAP projection of cell clusters.** Cell clusters from each sample included in this study projected into two-dimensional space using Uniform Manifold Approximation and Projection (UMAP) before dataset integration by Harmony.

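A UMAP projection places cells with similar expression near each other in 2 dimensions, and distances between far groups carry little meaning. No projection was used here to name or count cells. The clusters that the names rest on were made at a resolution of 0.4. At 0.2, 33 of 60 class shares and differences stayed within their intervals, and at 0.8, 56 of 60 did.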

How the deposited data were processed for this re-analysis (not part of the article)

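Livers of mice on the FPC diet were sampled by FNA, and 12 biopsies of 3 mice were pooled into 1 library for each of 4 conditions, P-LC24, P-HC24, I-LC32 and I-HC32. The authors deposited raw UMI counts per gene and cell, made with the Cell Ranger 9.0.1 count pipeline on the mouse reference GRCm39, with the barcodes that Cell Ranger called as cells. No normalization, ambient RNA correction, cell filter or doublet removal had been applied to these counts. Libraries were matched to conditions by the diets and weeks in the sample labels.

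Genes with a UMI in fewer than 3 cells were removed, and cells with fewer than 500 UMIs, fewer than 300 detected genes or more than 10% mitochondrial UMIs were left out, which are the limits of section 2.6. Doublets were scored with Scrublet in scanpy 1.11.5, and the highest-scoring share of each library, 0.8% per 1000 cells, was removed. Kept cells held between 38419149 and 76920416 UMIs per library. Counts were normalized per library with SCTransform (sctransform 0.4.2, Seurat 5.3.0, R 4.3.3, 3000 variable genes), integrated over 30 principal components with a version of Harmony written out from its published steps, and clustered at a resolution of 0.4. The integration was tested on simulated data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the rest. The ambient RNA correction of the paper was replaced by an alternative that subtracts an estimated share of free RNA. In all kept cells together this subtraction changes nothing by its construction, so it was read within classes only.

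Clusters were named from marker genes, and shares of immune cells were given with exact Clopper-Pearson intervals at a confidence level of 95%. A share of 0 was given with the limit that 3 counts would make. Summed UMIs of a class were compared as CPM between P-HC24 and P-LC24 and between I-HC32 and I-LC32, with exact Poisson intervals. Genes entered with a UMI in at least 10% of the cells of either library and at least 100 UMIs over both. Ratios of at least 1.2-fold were counted as a description of the libraries. On summed counts simulated as Poisson, the model of the intervals, 95.0% to 95.7% of the intervals covered the true ratio. All genes changed 2-fold were recovered. Of unchanged simulated genes, 0.0146% passed 1.2-fold in all cells and 23.0% in NK-like cells. The coverage follows from the model, so it checks the calculation only. These values do not carry over to genes whose UMIs gather in few cells, such as Agbl1 in cluster 5 of I-LC32, with 424 UMIs in 17.1% of the cells.

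Genes named in the text were chosen by a rule. In all cells and in each class with at least 50 cells in both libraries, the genes with the highest and the lowest ratio were taken among genes with at least 200 UMIs, a UMI in at least 10% of the cells and at least 20% of the CPM of the highest class. Immunoglobulin, T cell receptor, haemoglobin and mitochondrial genes were left out. Of each list set beside a claim, the member with the highest mean CPM was named as well. Some genes that the rule picks are left out of the text. Gene positions come from the GENCODE annotation of GRCm39.

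Gene lists were written for oxidative phosphorylation, MHC class I and class II antigen presentation, interferon alpha/beta signaling, neutrophil degranulation, proteasome subunits, the cell cycle, TCR, cytokine receptor and B cell receptor signaling, B cell development and BAFF, T cell homeostasis and survival, cytotoxicity, recruitment of myeloid cells, phagocytosis, IL-4 and IL-13 signaling, ribosomal proteins, immediate early genes, heat shock genes, sterol synthesis, liver X receptor targets and lipid-associated macrophages. The median ratio of a list was placed among 10000 random lists of matched expression, drawn within 20 bins of mean CPM. Lists of peritoneal macrophage, KC, B-1 and mast cell genes were added after leading genes of the clusters had been seen. For the spread of ratios, 50 cells and 100000 UMIs were drawn 100 times per class and library, with a pseudocount of 0.5 and at least 20 UMIs per gene.

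The comparisons, the 22 gene lists, the rule for named genes and 38 alternatives were set before the data were examined, and 13 alternatives and 4 gene lists were added afterwards. The alternatives concern the mitochondrial limit (5% or 20%), doublets, the resolution (0.2 or 0.8), integration, normalization, the denominator, the weight of cells, scaling, the filter on low counts, free RNA, the fold, and the UMIs of a V gene (10). Pathway enrichment by Ingenuity Pathway Analysis and Gene Ontology, histology and blood values were not analysed here. No test between conditions was made, because each condition has 1 library and cells of a library are not replicates.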

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

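The tests of gene length in cluster 4 and CD4 T-like cells, of peritoneal macrophages, of B-1 cells, of MHC class II in cluster 5 and of B cells among neutrophil-like cells were chosen only after the results were seen.

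The oxidative phosphorylation list was higher in P-HC24 and lower in I-HC32, with medians of 0.35 and −0.11 in monocyte-like cells, 0.25 and −0.0891 in cluster 3, 0.15 and −0.22 in cluster 4, 0.20 and −0.15 in cluster 6, 0.21 and −0.17 in cluster 7, 0.28 and −0.0767 in cluster 13, and 0.21 and −0.055 in CD4 T-like cells. Each of these medians lay in the top or bottom 2.5% of random lists, on opposite sides in the 2 comparisons. The difference was not tested. Relative to the median gene of the class, which had between −0.13 and −0.23 in Prog in these classes, the directions were the same. A shift by gene length as the whole cause is argued against in monocyte-like cells and clusters 3, 6, 7 and 13, where the list lay in the top 2.5% of random lists of the same gene length in Prog, and in all cells, where it stayed 0.21 above genes of that length. It lay at percentile 53.9 of these lists in CD4 T-like cells and at 94.2 in cluster 4, so gene length may account for the Prog medians of these 2 classes. A single week-24 library set apart cannot be told apart from the diet, because the list also differed by −0.16 between I-HC32 and P-HC24 and each condition has 1 library. The change of diet stays open as an untested explanation. The list did not lie on such opposite sides in naive B-like, memory B-like or NK-like cells, or in cluster 5, which had −0.04 in Prog. In all cells together its Int median did not lie in the bottom 2.5% of random lists.

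The ribosomal protein list changed direction in cluster 3 (0.22 and −0.10) and in cluster 5 (0.13 and −0.0775, or 0.04 in Int relative to the median gene), the proteasome list in cluster 13 (0.26 and −0.13), T cell homeostasis and survival genes in cluster 3 (−0.37 and 0.28), immediate early genes in cluster 3 (0.31 and −0.0877) and lipid-associated macrophage genes in monocyte-like cells (0.30 and −0.27). These lists also lay on opposite sides of the random lists. The difference was not tested. Among random lists of the same gene length in Prog, the ribosomal protein list lay at percentile 94.9 in cluster 3 and 79.7 in cluster 5, so a shift by gene length stays open for it, while the proteasome list lay at 98.9 in cluster 13. The proteasome list was also 0.42 higher in cluster 13 of I-LC32 than of P-LC24, which leaves a P-LC24 library set apart open. For the other 3 lists no technical explanation was tested in these classes, and the diet stays open for all.

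In neutrophil-like cells the ribosomal protein list had −0.21 in Prog and 2.26 in Int. The difference was not tested. B cells counted among the neutrophil-like cells of I-HC32 are a candidate explanation, since Cd79a had a UMI in 57.4% of the 54 cells against 9.38% in I-LC32. The ratios of this class in Int may therefore be those of a mixture, and the diet was not tested apart from it.

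In cluster 5, MHC class II genes had a median of 0.79 in Prog and −1.42 in Int. The difference was not tested. B cell genes were at 8.24% of their level in naive B-like cells in I-LC32 and 1.86% in I-HC32, and the median doublet score was 0.102 and 0.0326. The median in Int was −0.83 without cells that had a UMI of a B cell gene and −0.49 with B cell RNA taken off at its share in each library. The free-RNA subtraction set in advance went the other way, with a median of −3.41. Draws of 21 cells without a B cell gene per library gave −0.51, with 95% of the draws between −1.37 and 0.20, so B cell RNA from doublets or free RNA cannot be told apart from the diet as the cause of the fall, because too few such cells are left. The few cells of I-LC32 alone are argued against, since draws of 34 cells per library gave a median of −1.22, with 95% of the draws between −2.29 and −0.30. Whether the few cells of P-LC24 account for the rise in Prog stays open, because the draws disagree. Draws of 17 cells per library gave a median of 0.86, with 95% of the draws between −0.18 and 2.08. Draws of 11 cells without a B cell gene gave 0.64, between 0.106 and 1.295. With B cell RNA taken off, draws of 17 cells gave 0.73, between −0.29 and 2.47. Differences between the pooled mice and the diet stay open.

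Peritoneal macrophage genes, which the paper does not report on, had 12554 CPM in cluster 5 of P-LC24, 11354 in P-HC24, 12105 in I-LC32 and 14843 in I-HC32. The same list had 287, 134, 138 and 274 CPM in monocyte-like cells, while a list of KC genes had 20.4, 43.1, 30.1 and 45.2 CPM in cluster 5. The KC list is not specific in these data, with 129, 56.1, 67.7 and 62.3 CPM in monocyte-like and 292, 204, 272 and 136 in neutrophil-like cells. Cluster 5 may therefore hold peritoneal macrophages taken up with the needle in place of KCs, and the rise in its share may be one of these cells. Of the peritoneal list, 4 of 12 genes lead the cluster, and the explanation was found from the same data. The KC markers used for naming had 5495, 7044, 6612 and 8002 CPM in cluster 5 of these libraries. That level cannot decide alone, because whether peritoneal macrophages share these markers was not tested. Clec4f, which is among them, had a UMI in none of the 1185 cells of cluster 5, which argues against KCs that express it. Gata6 had a UMI in 32, 337, 58 and 517 cells of cluster 5 in the same libraries. KCs without Clec4f stay open. Free RNA and doublets naming other cells as cluster 5 are argued against as the cause of the rise by B cell genes at 3.23% of their level in naive B-like cells in P-HC24 and 1.86% in I-HC32, against 1.59% in P-LC24 and 8.24% in I-LC32. Doublets may add to the 70 cells of I-LC32, where the median doublet score was 0.102 against 0.0471 in immune cells. Macrophages of the liver that express these genes on this diet stay open.

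Of the heavy-chain V gene UMIs of memory B-like cells, Ighv11-2 held 35.4% in P-LC24, 24.1% in P-HC24, 22.8% in I-LC32 and 27.2% in I-HC32, which the paper does not report. Among memory B-like cells given a kappa V gene, Igkv14-126 was found in 30 of 93 in P-LC24, 26 of 89 in P-HC24, 12 of 77 in I-LC32 and 22 of 87 in I-HC32. It was the leading kappa V gene except in I-LC32, where Igkv6-29 led with 22. In naive B-like cells other kappa V genes led in each library. B-1 cells in place of memory B cells are a candidate explanation, together with the B-1 list at 1190 CPM in P-HC24 against 169 in naive B-like cells and switched heavy chains in 0.424% of the cells. The list shares 2 genes with the memory B cell markers. It is not specific to B-1 cells, with 1695 CPM in cluster 5 and 2316 in neutrophil-like cells of P-HC24 and 1275 in cluster 4 of I-LC32. A memory cell population with these V genes stays open.

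Igkv6-29 had a UMI in 22.9% (19.3–26.8) of the cells of cluster 4 in I-LC32 and in none of 201, 258 and 230 cells of the other libraries, which allows a share of up to 1.49%, 1.16% and 1.3%. One expanded clone may add to this cluster, since 78.8% of the cells with a kappa V gene had Igkv6-29. Ighv8-5 held 62.2% (53.8–70.2) of the heavy-chain V gene UMIs of cluster 4 in I-LC32, where the leading gene held 8.25%, 10.3% and 7.46% in P-LC24, P-HC24 and I-HC32. Without the cells with a UMI of Igkv6-29, cluster 4 was 5.94% (5.38–6.55) of the immune cells in I-LC32, still above 4.24%, 4.04% and 3.42% in the same libraries. Without cells with a UMI of Igkv6-29 or Mcc or 3 of Ighv8-5, it was 3.20% against 4.13%, 3.90% and 3.38%, but Mcc is a leading gene of cluster 4 itself, so how much of the share the clone accounts for stays open. Igkv6-29 also had a UMI in 97 memory B-like cells of I-LC32, against 1, 10 and 12 in P-LC24, P-HC24 and I-HC32, and more lambda than kappa UMIs were found in 22.9% of these cells in I-LC32 against 8.37%, 6.12% and 6.94%. The clone may therefore add to the memory B-like share and ratios of I-LC32 as well. A biological reason for it was not tested.

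Barcodes with fewer than 300 genes, which the paper leaves out, numbered 1744, 677, 2150 and 201, and haemoglobin held a median of 96.8%, 96.5%, 97.2% and 95.2% of their UMIs. Their number was larger in P-LC24 and I-LC32 than in the library of the same week. Blood in the biopsy and the lysis of red cells were not tested, and no biological explanation was tested.

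Cma1, a mast cell gene that the paper does not report on, had 635 UMIs in P-LC24, 4346 in P-HC24, 1574 in I-LC32 and 6207 in I-HC32, over all barcodes. It had a UMI in 303, 816, 394 and 1542 kept cells, most of them outside the basophil-like cluster. No explanation, technical or biological, was tested.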

How the results depend on the processing

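The tests without immunoglobulin and T-cell receptor genes, in UMIs per cell without scaling, at library medians, at equal class weights, with thinned cells, with 30 cells, and with cells left out of or joined to a class were chosen only after the results were seen. No paired analysis was possible because each condition has 1 library, and for the same reason it was not possible to leave out 1 library in turn. The free-RNA subtraction changes nothing in all kept cells together and is left out there. The cytotoxicity list had no compared gene in cluster 5 in Int.

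At the mitochondrial limit of 5%, 3155 cells were kept in P-HC24 and 3899 in I-LC32. The difference in cluster 5 was 11.9 percentage points at week 24 and 9.88 at week 32, and that in memory B-like cells was −1.45 and 18.1. The change of direction at week 24 goes with the share of memory B-like cells over 5%, 50.1% in P-LC24 and 87.4% in P-HC24. Without doublet removal, cluster 5 differed by 9.19 and memory B-like cells by 13.4 percentage points at week 32. At resolution 0.2, cluster 5 differed by 9.03 at week 32. Without Harmony, memory B-like cells differed by 13.4 at week 24 and 18.5 at week 32, and without immunoglobulin and T-cell receptor genes by 8.98 at week 32. Of 60 shares and differences, 58 stayed within their intervals with all kept cells as the denominator, 56 at resolution 0.8, 49 without immunoglobulin and T-cell receptor genes, 41 without Harmony, 40 with log-normalized counts, 35 without doublet removal, 33 at resolution 0.2 and 15 at the limit of 5%. Cluster 5 was larger in P-HC24 and I-HC32 than in P-LC24 and I-LC32 under each of these. The causes were not tested.

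In all cells, 4.39% of the genes were higher and 18.9% lower in P-HC24 at 1.5-fold, 31.0% and 26.5% relative to the median gene, 36.4% and 20.2% in UMIs per cell, and 29.4% and 28.7% at library medians. In I-HC32, 4.82% were higher and 2.17% lower at 1.5-fold, 61.6% and 1.99% in UMIs per cell, 57.8% and 2.21% at library medians, and 7.56% and 5.86% at equal class weights, while 26.5% were lower with a minimum of only 20 UMIs. A higher fold passes fewer genes by its construction, and I-HC32 was the deeper library of its pair per cell. Within classes and all cells, all 52 shares stayed within 1.5 times with the mean of single cells and with totals without immunoglobulin, haemoglobin and mitochondrial genes, and 35 did so relative to the median gene.

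Genes higher then lower numbered 0 at 1.5-fold, 54 relative to the median gene, 275 with a minimum of 20 UMIs, 4 in UMIs per cell, 2 at library medians and 31 at equal class weights. Genes lower then higher numbered 3 at 1.5-fold, 27 relative to the median gene, 54 with totals without immunoglobulin, haemoglobin and mitochondrial genes, 867 with a minimum of 20 UMIs, 341 in UMIs per cell, 500 at library medians and 137 with thinned cells. Which kind was more common thus changed with the scaling. The causes were not tested.

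Centring on the median gene and other totals move all genes of a class alike, so the place of a list among random lists is fixed there by construction. Of 83 list medians, 78 stayed in or outside the top and bottom 2.5% of random lists with a minimum of 20 UMIs, 71 with the mean of single cells and 68 without doublet removal, and 79 of 81 with the free-RNA subtraction and 72 of 81 without Harmony. In monocyte-like cells, MHC class II genes had 0.14 in Int with the mean of single cells, −0.13 without Harmony and 0.0639 without cells that had a dendritic cell gene, and 0.63 in Prog with cluster 13. Interferon alpha/beta genes in cluster 5 had −0.25 in Int without doublet removal and −0.34 without cells that had a B cell gene, which also gave 0.20 for neutrophil degranulation in Prog. MHC class I in NK-like cells had 0.19 in Prog with the mean of single cells. Without doublet removal, TCR signaling in Int had −0.11 in cluster 3 and −0.23 in CD4 T-like cells. B cell receptor signaling in naive B-like cells had −0.34 in Prog without doublet removal and −0.36, at percentile 2.55, with a minimum of 20 UMIs. In Int it had −0.10 in naive B-like and −0.10 in memory B-like cells without doublet removal, −0.0845 and −0.0849 without Harmony, and −0.12 in memory B-like cells with the mean of single cells. The causes were not tested.

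Of 130 ratios of named genes, none that was past 1.2-fold with an interval on one side of 0 changed sign. Within their intervals stayed 130 with a minimum of 20 UMIs, 127 with other totals, 103 with the mean of single cells, 90 without doublet removal and 84 relative to the median gene. The mean spread of innate classes in Int was 0.542 with 30 cells, where the mixed neutrophil-like cells entered. With 10 UMIs for a V gene, 1 cell of cluster 4 in I-LC32 had a kappa V gene, a share of 100%. Depth limits the small classes, since 597 genes could be compared in neutrophil-like cells in Int.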

Differences from the paper's values

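The tests in UMIs per cell without scaling, at library medians, at equal class weights, with thinned cells, of the excess of the spread and without cells that had a B cell gene were chosen only after the results were seen. All counts below are made by the size of a ratio, while the paper counts genes by an adjusted p-value, so they are not on one scale.

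The paper's number of genes higher in P-HC24 is 2572, and 1166 were at least 1.2-fold higher here. The values do not differ by 1.5 times relative to the median gene (2191) and with a minimum of only 20 UMIs (3000). They do at 1.5-fold (310), with the mean of single cells (1021), with totals without immunoglobulin, haemoglobin and mitochondrial genes (1204) and without doublet removal (1176). In UMIs per cell without scaling the number was 2566 and at library medians 2073, settings chosen after seeing the values.

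The paper's number of genes lower in P-HC24 is 2195, and 3356 were lower here. The values do not differ with the mean of single cells (3080) and relative to the median gene (1874), and they do at 1.5-fold (1337), with other totals (3305), with a minimum of 20 UMIs (8864) and without doublet removal (3379). At library medians, chosen after seeing the values, the number was 2027, and in UMIs per cell, also chosen after seeing the values, it was 1424.

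The paper's number of genes higher in I-HC32 is 3702, and 1034 were higher here. The values do not differ with a minimum of 20 UMIs (3476). They do at 1.5-fold (373), with the mean of single cells (1042), relative to the median gene (1103), with other totals (878) and without doublet removal (1052). In UMIs per cell it was 4767 and at library medians 4467, both within 1.5 times and both chosen after seeing the values. The same 2 settings gave 154 and 171 genes lower in I-HC32, far fewer than the paper's number. The main setting gave 944, which lies nearer to it.

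The paper gives the genes that change direction in 2 versions. Figure 2B, read by eye, prints the text's 75 and 203 genes in the overlaps of genes higher in both and lower in both comparisons, as if its Int labels were exchanged, and the text was followed. The text's number of genes higher then lower is 75, and 20 were found here. The values do not differ relative to the median gene (54), and they do at 1.5-fold (0), with the mean of single cells (16), with other totals (27), with a minimum of 20 UMIs (275) and without doublet removal (24). The paper's number of genes lower then higher is 203, against 89 here, and the values differ under all 6 alternatives set before the data were examined, with 3, 125, 27, 54, 867 and 86 genes. With cells thinned to 3000 UMIs (137) and at equal class weights (131, which still differs by more than 1.5 times), settings chosen after seeing the values, the number came closer. The paper's total is 278, against 109 here, and it differs under the same 6 alternatives, with 3, 141, 81, 81, 1142 and 110 genes. In UMIs per cell, chosen after seeing the values, the total was 345, within 1.5 times. Its parts were 4 genes higher then lower and 341 lower then higher, and each differs from the paper's by more than 1.5 times.

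The paper states that the genes higher in P-HC24 and then lower are enriched for oxidative phosphorylation. None of the 81 genes of that list was among the 20 genes found here, which held mt-Atp6, mt-Co2 and mt-Co3, 3 mitochondrially encoded genes of the same process named after their values were seen. For KCs the paper states that IL-4 and IL-13 signaling rose after the intervention. In cluster 5 the list had a median of −0.0174 at percentile 77.9, and 0.12 at percentile 98.95 with the mean of single cells, 0.10 relative to the median gene and 0.01 without doublet removal. For neutrophil degranulation in KCs the paper states a rise in progression. The list had 0.10 at percentile 93.6 in cluster 5, and 0.20 at percentile 99.8 without cells that had a B cell gene, a setting chosen after seeing the values. For monocytes the paper states activated proliferation in progression. The 5 compared cell cycle genes had a median of −0.03, and 0.10 relative to the median gene and with the mean of single cells, which was not in the top 2.5% of random lists. These values cannot decide about proliferation, because cluster 18, led by genes of dividing cells such as Top2a and Mki67, was left out of all classes. The paper states that all NK cell pathways activated in progression were normalized after the intervention. Of 2 of them with a list here, MHC class I presentation had a median of 0.21 at percentile 99.6 in Int, and interferon alpha/beta signaling had −0.32 over 2 genes. In Prog, MHC class I presentation in NK-like cells lay at percentile 96.4, and at 97.7 with the mean of single cells. Interferon alpha/beta signaling lay at 81.9 there, and at 99.1 with a minimum of 20 UMIs. Homeostasis pathways are stated as lower in CD8+ T cells in progression, and the list had −0.33 in cluster 6 and 0.25 in cluster 7, 1 of 2 clusters lower, while TCR signaling was lower in both. The paper ranks adaptive above innate cells in their response to cholesterol, and the mean spread at equal cell numbers was 0.439 and 0.440 in Prog, while its mean excess over draws from the same library was 0.1385 in 6 adaptive and 0.0944 in 2 innate classes. The paper names plasmablasts, and cluster 4, at their place, had Jchain in 1.77% of its cells.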

Other observations

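The tests of gene length in receptor signaling, of the excess of the spread, of the proteasome, of nuclear RNA and of unscaled UMIs were chosen only after the results were seen.

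The share of higher genes past 1.2-fold differed by 26.5 percentage points between Prog and Int. Depth per cell and class composition as the whole cause are argued against, since the difference was 32.3 with thinned cells and 35.0 at equal class weights. Relative to the median gene it was 2.15. That centring puts as many genes above as below in each comparison. Its small gap is close to fixed by construction and cannot decide whether the balance differs. The paper's larger number of higher than lower genes after the intervention may come from UMIs per cell compared without scaling to depth, since 96.9% of the genes past 1.2-fold were then higher in I-HC32. That setting left 154 lower genes, far fewer than the paper counts, against 944 with scaling, so it does not reproduce both of the paper's numbers. The paper's own scaling was not tested, and the diet stays open.

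The paper's numbers of DEGs had a Spearman correlation of 0.95 with the number of cells per class in Prog across 9 classes. At equal cell numbers the mean spread was 0.439 in adaptive and 0.440 in innate classes, but its excess over draws from the same library was 0.1385 in 6 adaptive and 0.0944 in 2 innate classes. The number of cells cannot be told apart from a larger response of adaptive cells as the cause of the paper's ranking, because the classes are few, the adaptive ones hold more cells and the 2 measures of spread disagree.

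Receptor signaling lists were lower in T and B cells of P-HC24. The TCR list was also lower in NK-like cells (−0.53) and cluster 13 (−0.76) of P-HC24. The B cell receptor list had −0.74 in cluster 7, a T cell cluster, so the fall was not specific to the cell type of a list. Immediate early genes, which handling induces, had medians of 0.31 in cluster 3, 0.0023 in naive B-like cells and −0.25 in memory B-like cells. A response to handling cannot be told apart from the diet as the cause, because a stronger response in P-HC24 could raise these genes while the lists fall, and each condition has 1 library. A shift by gene length is argued against for TCR signaling in cluster 3, which lay at percentile 0.07 of random lists of the same gene length, and it may account for B cell receptor signaling in naive B-like cells, which lay at percentile 9.4. The diet stays open.

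The proteasome list was higher in P-HC24, and also by 0.29 in I-LC32 over P-LC24, 2 libraries on the same diet. A P-LC24 library set apart cannot be told apart from the diet, because no second library exists for either. Ratios in P-HC24 fell with gene length. The nuclear RNAs Malat1 and Kcnq1ot1 had log2 ratios of −0.65 and −0.57 in all cells in Prog. Neat1, also nuclear, had 0.50 there, but 0.0591 in memory B-like cells, −0.13 in naive B-like cells and −0.16 in cluster 3. Less nuclear RNA in P-HC24 cannot be told apart from other differences of this library, because Neat1 did not fall with the other 2 and each condition has 1 library.

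Of the genes lower then higher, the low cholesterol libraries moved as far as the others in 31.5%, and with 1 library per condition this movement cannot be told apart from the diet. Class composition is argued against as the whole cause of the reversals, since 162 genes changed direction at equal class weights.

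The rise of MHC class II genes in monocyte-like cells in Int may come from dendritic-like cells within the class, since their median was 0.0639 without cells that had a dendritic cell gene. The change of diet stays open.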
